# Temporal and spatial transcriptomic dynamics across brain development in *Xenopus laevis* tadpoles

**DOI:** 10.1093/g3journal/jkab387

**Published:** 2021-11-09

**Authors:** Aaron C Ta, Lin-Chien Huang, Caroline R McKeown, Jennifer E Bestman, Kendall Van Keuren-Jensen, Hollis T Cline

**Keywords:** brain development, neuron, neural progenitor cell, *Xenopus*, transcriptome, differential expression, premetamorphosis

## Abstract

Amphibian metamorphosis is a transitional period that involves significant changes in the cell-type populations and biological processes occurring in the brain. Analysis of gene expression dynamics during this process may provide insight into the molecular events underlying these changes. We conducted differential gene expression analyses of the developing *Xenopus laevis* tadpole brain during this period in two ways: first, over stages of the development in the midbrain and, second, across regions of the brain at a single developmental stage. We found that genes pertaining to positive regulation of neural progenitor cell proliferation as well as known progenitor cell markers were upregulated in the midbrain prior to metamorphic climax; concurrently, expression of cell cycle timing regulators decreased across this period, supporting the notion that cell cycle lengthening contributes to a decrease in proliferation by the end of metamorphosis. We also found that at the start of metamorphosis, neural progenitor populations appeared to be similar across the fore-, mid-, and hindbrain regions. Genes pertaining to negative regulation of differentiation were upregulated in the spinal cord compared to the rest of the brain, however, suggesting that different programs may regulate neurogenesis there. Finally, we found that regulation of biological processes like cell fate commitment and synaptic signaling follow similar trajectories in the brain across early tadpole metamorphosis and mid- to late-embryonic mouse development. By comparing expression across both temporal and spatial conditions, we have been able to illuminate cell-type and biological pathway dynamics in the brain during metamorphosis.

## Introduction

*Xenopus laevis*, the African clawed frog is a resource-efficient model organism popular for neurobiological research (Pratt and Khakhalin 2013; Blum and Ott 2018). Gene expression in the entire *X. laevis* body at successive stages of early development has been well-documented in the literature (Pratt and Khakhalin 2013; Owens *et al.* 2016; Session *et al.* 2016), and is compiled in the online database Xenbase (Bowes *et al.* 2010; Segerdell *et al.* 2013). Prior experiments have utilized this database in differential expression analyses to identify genes that are specific to certain developmental time points or individual regions of the body at the single-cell level (Briggs *et al.* 2018). In the *X. laevis* brain specifically, RNA expression has been measured in the first 3 days of development to Nieukoop and Faber (NF) stage 44 (Nieuwkoop and Faber 1956; Session *et al.* 2016). However, following this developmental period, transcript expression in the *Xenopus* brain has not yet been thoroughly analyzed, nor has expression in individual regions of the brain (as opposed to a whole-brain approach) been examined.

Metamorphosis is a significant transitional period in amphibian development, marked by drastic thyroid hormone-driven changes in physiology and gene expression across the body, including the central nervous system (Kollros and Frieden 1961; Yaoita and Nakajima 2018). In the amphibians *Microhyla fissipes* (Zhao *et al.* 2016) and *Ambystoma velasci* (Palacios-Martinez *et al.* 2020), transcriptomic profiles over the metamorphic period have been collected and compared to illuminate how gene expression changes as metamorphosis proceeds. In *Xenopus*, gene expression in the regenerating tail and spinal cord has been closely examined during this period as well (Love *et al.* 2011; Edwards-Faret *et al.* 2021). However, the transcriptomic changes that occur over metamorphosis in other regions of the *Xenopus* nervous system have been comparatively understudied. In particular, the visual system’s connections and function in the midbrain have been shown to undergo significant remodeling during metamorphosis in response to thyroxine (Hoskins and Grobstein 1985). Thyroid hormone injection into the developing midbrain between NF stages 46 and 49 has also been shown to increase neural progenitor cell (NPC) proliferation as well as subsequent differentiation (Bestman *et al.* 2012; Bestman *et al.* 2015; Thompson and Cline 2016), indicating a sensitivity to thyroid hormone regulation in the midbrain during this window, but the changes in gene expression underlying this shift have not been well-documented.

*Xenopus* metamorphosis can be subdivided into three stages. The first, premetamorphosis, occurs from NF stages 46 to 53/54 and is marked by low levels of mitosis in the brain (Miyata and Ose 2012; Thuret *et al.* 2015; Moreno and Gonzalez 2017). By this period, the animal has a fully functional nervous system and demonstrates swimming and avoidance behaviors (Dong *et al.* 2009; Shen *et al.* 2011; McKeown *et al.* 2013). Premetamorphosis precedes prometamorphosis (NF stages 53/54–57/58), a period in which neurogenesis dramatically increases (Wen *et al.* 2019). The third stage is the metamorphic climax (NF stages 57/58–66), in which proliferation and neurogenesis fall below even premetamorphic levels (Thuret *et al.* 2015). The metamorphic climax is also significant in that it is thought to parallel many aspects of perinatal mammalian development, including a reorganization of the nervous system accompanying the transition to breathing air and terrestrial life, and a dramatic migration of the eyes to the top of the head resulting in a shift of the visual map in the brain (Nieuwkoop and Faber 1956; Udin and Fisher 1985; Udin 1989; Holzer and Laudet 2013; Yaoita and Nakajima 2018). Given these observations, metamorphosis appears to be an important period in *Xenopus* brain development and elucidating its transcriptional dynamics would help clarify how these significant physiological changes are driven and regulated.

We thus sought to accomplish three goals. First, we set out to expand the existing dataset of *X. laevis* gene expression over brain development and across brain regions, quantifying gene expression at several developmental stages leading to metamorphosis as well as in the fore-, mid-, hindbrain, and spinal cord regions. Secondly, we aimed to utilize these data to gain insight into the cell types and biological processes that are altered over the course of metamorphosis. To assess the drastic changes occurring in the visual system during metamorphosis, we analyzed the midbrain across developmental stages. As changes in neural cell proliferation and differentiation rates have already been shown to occur during this period (Thuret *et al.* 2015), we were particularly interested in exploring how these changes might be regulated at the level of gene expression. We utilized NPC genes in addition to known cell-type markers to investigate relative changes in these cell populations over development. And thirdly, given the similar programs of expression between the tadpole brain at metamorphic climax and the perinatal mouse brain (Yaoita and Nakajima 2018), we examined if similar patterns of expression also exist in the preceding developmental stages in the prometamorphic tadpole and late-prenatal mouse. Utilizing both temporal comparisons across development as well as spatial comparisons across brain regions has helped reveal the cell type and biological pathway dynamics in the developing *Xenopus* brain during metamorphosis. 

## Materials and methods

### Animals

Albino *X.* *laevis* tadpoles of both sexes [RRID: XEP_Xla200] were obtained from an in-house colony or Xenopus Express (Brooksville, FL, USA). Animals were reared in 0.1× Steinberg’s solution at 22°C under a 12 h light/12 h dark cycle, and euthanized with 0.1% MS-222. Animals were staged according to Nieuwkoop and Faber (1956). All animal protocols were approved by the Institutional Animal Care and Use Committee of Scripps Research (approval # 08-0083-3).

### Sample collection and processing

Three tissue samples were collected from *X. laevis* [RRID: XEP_Xla300] midbrains at the four developmental stages described in Figure  1A: ST44, ST46, ST55, and ST61 (Nieuwkoop and Faber 1956). Three samples were also collected from the subcortical forebrain, midbrain, hindbrain, and spinal cord at ST46 as described in Figure  3A. The hindbrain samples included the rhombic lip. Samples were prepared as described in Huang *et al.* (2021). Three biological replicates were analyzed for each stage and region. Briefly, total RNA was extracted (mirVana, Life Technologies) and samples with an RNA Integrity Number (RIN) > 8 were used for subsequent analysis. A total of 2 ng RNA was amplified to 2–3μg of cDNA (Ovation RNA-Seq System V2, Nugen), purified (Agencourt AMPure XP, Beckman Coulter), and used for library preparation (KAPA Taq PCR kit). PCR products between 200 and 500 bp were selected by gel purification and subjected to single-end 100-bp reads by next-generation sequencing (HiSeq2000, Illumina; RRID: SCR_020132). Samples were multiplexed in one lane at TGEN. Each sample has between 17 and 20 million reads (Supplementary Material S1). 

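The deposited table of raw counts holds 49109 genes and 30 samples, and gives the reads that the authors assigned to genes. The number counted per sample was between 1762544 and 11016124, with a median of 7317640. In 528 genes no sample had a count. Samples of stages 49 and 66 are in the same table and enter none of the comparisons that the paper reports. The authors' normalized midbrain counts hold stage 49 replicate 1 and the stage 66 sample, but not stage 49 replicate 2.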

Raw and processed counts are available in the GEO repository as GSE183193.

**Figure 1:**
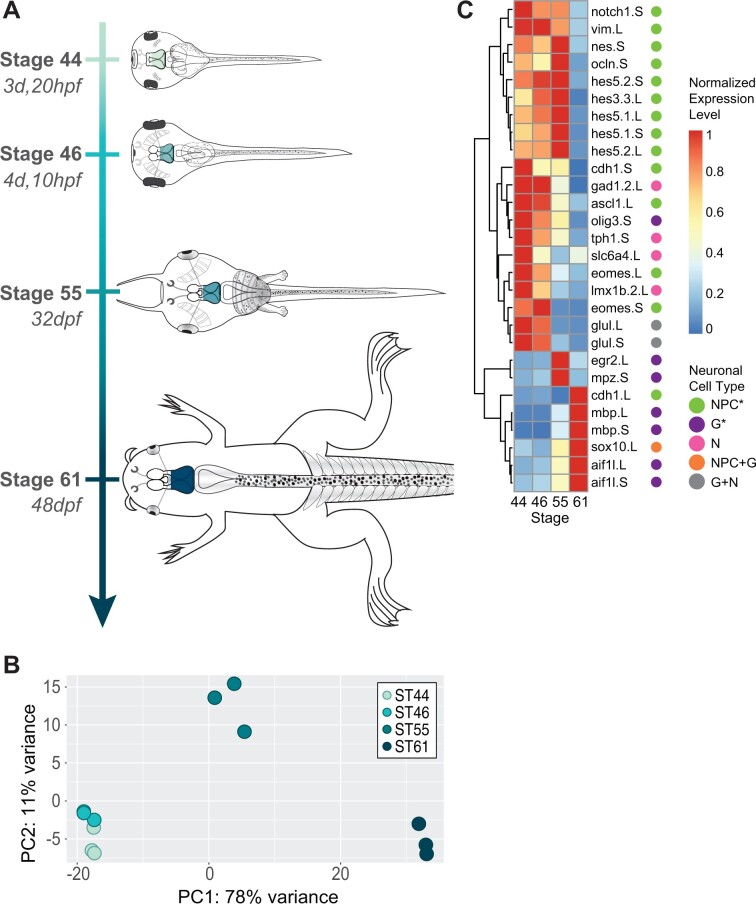
Expression analysis in the *Xenopus* midbrain across developmental stages. (A) *X. laevis* developmental stages sequenced based on Nieuwkoop and Faber (1956) (hpf and dpf indicate hours/days postfertilization). (B) Principal component analysis of samples collected from the *X. laevis* midbrain (MB) at developmental stages 44, 46, 55, and 61. Colors correspond to developmental stages in (A). (C) Heat map of cell-type marker expression over tadpole midbrain development. Cell types are categorized for genes listed as NPC (including neuroepithelial cells, radial glia, intermediate progenitors, and immature neurons); G, glial cell (including mature oligodendrocytes, Schwann cells and Schwann cell precursors, astrocytes, and microglia); N, neuron; NPC + G, progenitor cell/glial marker; G + N, glial/neuron marker. Genes are clustered by similarity in expression across stages with complete linkage clustering, as indicated by the dendrogram to the left. Asterisks indicate significantly enriched cell types (*P* < 0.001 for progenitor cell markers, *P* < 0.005 for glial cell markers). Expression is normalized per gene to the highest expression for that gene.

We previously aligned samples collected from animals enriched in either immature neurons or NPCs as detailed in Huang *et al.* (2021) against the *X. laevis* v9.2 genome assembly on Xenbase (Karimi *et al.* 2018) [RRID: SCR_003280] using two read mapping programs, STAR v2.5.2a (Dobin and Gingeras 2015) [RRID: SCR_005622] and HISAT2 v2.0.4 (Kim, Langmead, and Salzberg 2015) [RRID: SCR_015330]. As both aligners yielded comparable results (Huang *et al.* 2021), we chose to proceed with STAR for this dataset. We then counted and assigned the alignments to genes using HTSeq v0.11.1 (Anders, Pyl, and Huber 2015) [RRID: SCR_005514]. Finally, we normalized the counts using the DESeq2 v1.22.2 package (Love, Huber, and Anders 2014) [RRID: SCR_015687] for further analysis.

For the comparison to mouse brain development, we used a published RNA-seq dataset collected from the cerebral cortex (Ctx), specifically the dorsolateral prefrontal cortex, and the cerebellum (Cb) at timepoints from embryonic days 13.5 to 18.5 (PRJEB26869; Cardoso-Moreira *et al.* 2019). We aligned the samples to the Ensembl GRCm38.p6 assembly (Howe *et al.* 2020) and analyzed the data using the same pipeline as we did for *X. laevis*.

### Data analysis and visualization

We also used DESeq2 to perform differential analysis. Unless otherwise specified, we considered genes with both a log2 fold change magnitude of >2 and a Benjamini–Hochberg-corrected FDR <0.05 to be differentially expressed. We used DEGreport v1.18.1 (Pantano 2019) [RRID: SCR_018941] with default settings for cluster analysis of differential expression analysis results. We used GOseq v1.34.1 (Young *et al.* 2010) [RRID: SCR_017052] to identify GO-term enrichment in sets of differentially expressed genes. To determine gene list enrichment, we used a two-sided Fisher’s exact test and a cutoff of *P* = 0.05 over a background set of all detected genes. We used the R package pheatmap v1.0.12 (Kolde 2019) [RRID: SCR_016418] to generate the heatmaps.

### Interspecies gene conversion

To make comparisons between *Xenopus* and Mouse transcriptomes, we chose to bridge the gap by converting both datasets to their human homologues. To address the incomplete *Xenopus* gene ontology (GO) annotation despite the existence of annotated *Homo* *sapiens* sequence homologs, Briggs *et al.* (2018) previously mapped *Xenopus tropicalis* gene symbols to the *H. sapiens* genome. We further extended this mapping to connect the closely related *X.* *laevis*, whose GO annotation is similarly lacking, to the *H. sapiens* genome. To identify homologous genes between *X. laevis* and *H. sapiens*, we first aligned *X. laevis* gene symbols using BLAST to the closely related *X. tropicalis* genome. This table was then used to map the *X. laevis* gene symbols to *H. sapiens*, with *X. tropicalis* as an intermediary (Supplementary Material S2). Of the 91,611 *X. laevis* transcripts, 90.77% (83,159) were mapped to the *X. tropicalis* transcriptome with high confidence. A total of 70.23% (64,399) of the *X. laevis* transcripts were ultimately mapped to *H. sapiens* gene symbols. We used biomaRt v2.38.0 (Kinsella *et al.* 2011) [RRID: SCR_002987] to identify homologous genes between *Mus* *musculus* and *H. sapiens*, as a bridge between the mouse and tadpole gene lists.

## Results

### Changes in gene expression in the developing tadpole midbrain

During the development, *Xenopus* tadpoles undergo drastic physiological changes leading up to metamorphosis (Nieuwkoop and Faber 1956; Nishikawa and Hayashi 1994; Pronych and Wassersug 1994; Figure  1A), which are coupled to significant changes in gene transcription (Thuret *et al.* 2015; Yaoita and Nakajima 2018), yet little is known about the broad transcriptional changes occurring in the developing brain during this time. In particular, the midbrain, which includes the optic tectum, the central visual processing center in amphibians, undergoes considerable changes with consequences in electrophysiological and behavioral responses (Akerman and Cline 2006; Dong *et al.* 2009). 

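The midbrain was sampled at 4 stages of Nieuwkoop and Faber (NF), 44, 46, 55 and 61, with 3 samples per stage. The authors aligned the reads to the X. laevis genome with STAR, counted them per gene with HTSeq and deposited the counts without normalization. Between 6960387 and 11016124 reads per sample were counted on genes, with medians of 10403803 at stage 44, 10740987 at stage 46, 10415261 at stage 55 and 8958462 at stage 61. In the authors' table of normalized midbrain counts, each value is the raw count divided by 1 DESeq2 size factor per sample, over 35721 genes, so the raw counts were used here. Of the 49109 genes, 26681 passed edgeR's filter on low counts (a minimum count of 10 and a minimum total of 15). Library sizes were scaled by edgeR's TMM method, the 4 stages were fitted together, and pairs of stages were compared with the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. A gene was called differentially expressed when its log2 fold change was above 2 in size and its adjusted p was below 0.05, the thresholds of the paper. Expression is given in counts-per-million (CPM) after TMM scaling. Gene names are those of the files, in which .L and .S mark the copies of a gene on the long and the short chromosome of a pair. In counts simulated with the spread of these samples, in which 200 genes changed by 3 on the log2 scale, the test recovered 97.5% of them and called 3 unchanged genes. Deviations from the stage means of samples that share a replicate number correlated across genes by -0.06 to 0.04 between stages, so replicates were not treated as paired. With 3 samples against 3, an exact two-sided permutation test of 1 gene cannot give a p under 0.1.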

To investigate the developmental changes in gene transcription in this region, we isolated and sequenced RNA from the midbrains at NF stages 44, 46, 55, and 61 (Nieuwkoop and Faber 1956) and compared the samples through differential expression analysis (Figure  1). 

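Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes. Component 1 held 71.6% of the variance and component 2 held 12.9%, and differences between stages made up 99.6% of component 1 and 97% of component 2. The score on component 1 was -33.02 ± 0.09 (SD, n = 3) at stage 44, -34.06 ± 2.64 (SD, n = 3) at stage 46, 6.66 ± 4.6 (SD, n = 3) at stage 55 and 60.43 ± 2.34 (SD, n = 3) at stage 61. On component 2, stage 55 had a score of 27.61 ± 3.81 (SD, n = 3), and the other stages had mean scores between -11.63 and -5.35. The share of component 1 moved most when all genes tested were used in place of the 500, to 46.6%. With each sample left out in turn it was between 67.7% and 76.9%. Which clutch each sample came from is not given in the labels, so no comparison between clutches was made.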

Principal component analysis of these midbrain samples showed that they clustered by developmental stage (Figure  1B), indicating that changes in gene transcription by stage were consistent across different clutches of animals. 

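Of the 26681 genes tested, 2880 (10.8%) were called between at least 2 of the 4 stages, of which 839 were called in 1 of the 6 comparisons and 1171 in 3 or more. DESeq2 without a filter on low counts called 3417. The count moved most with a threshold of 1 on the log2 fold change, to 7428. At stage 61, 677 genes were called against each of the 3 earlier stages, with 624 lower and 53 higher at stage 61.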

In total, we identified 3358 genes that were differentially expressed between at least two stages. The analysis also revealed that samples taken from stage 44 and 46 were similar in expression to one another. 

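The mean Euclidean distance between a stage 44 and a stage 46 sample, over the genes of the principal components, was 24.4 on the log2 CPM scale. Within stages, the distance was 23.1 at stage 44 and 21.1 at stage 46. Stage 55 samples lay 60.3 from stage 44 and 58.1 from stage 46, with 34.1 between stage 55 samples. Stage 61 samples lay 97.3 from stage 44, 98.3 from stage 46 and 72.9 from stage 55, with 38.3 between stage 61 samples.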

In fact, only four genes were differentially expressed between these two stages, about 10-fold less than any other pairwise analysis (Supplementary Material S3). In comparison, there were 799 genes differentially expressed comparing stages 44 and 55; 724 genes comparing stages 46 and 55; 2319 genes comparing stages 44 and 61; 2358 genes comparing stages 46 and 61; and 1009 genes comparing stages 55 and 61 (Supplementary Material S3).

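The quasi-likelihood test of edgeR called 1 gene between stages 44 and 46, LOC108704227, named here after its values were seen. Its expression was 37.7 ± 8.71 CPM (SD, n = 3) at stage 46 and 5.68 ± 1.43 CPM (SD, n = 3) at stage 44, a log2 fold change of 2.71 (standard error 0.31, adjusted p = 0.000501). At an unadjusted p below 0.05 there were 1647 genes, where chance gives 1334. DESeq2 without a filter called 4 genes, 2 in each direction, and edgeR without a filter on low counts called 18. Without stage 44 replicate 3, edgeR called 13 genes, of which 5 are in the muscle list used here. The muscle gene actc1.L had 55.2 and 53.9 CPM in replicates 1 and 2 of stage 44 and 5.94 CPM in replicate 3.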

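Between stages 44 and 55, 696 genes were called, 501 higher and 195 lower at stage 55. Between stages 46 and 55 there were 612, 443 higher and 169 lower at stage 55, and 401 genes were called at stage 55 against both. At stage 61, 2111 genes were called against stage 44 (841 higher, 1270 lower), 2090 against stage 46 (783 higher, 1307 lower) and 889 against stage 55 (94 higher, 795 lower). Against stages 44 and 46, 1652 of the genes called at stage 61 were shared. The samples of the 2 stages did not overlap in 667, 582, 2054, 2018 and 835 of these genes, in the order above, but the genes were chosen for their difference between the same samples. DESeq2 without a filter called 807, 753, 2348, 2394 and 1036. Among the largest changes, thibz.S had no counts at stages 44 and 46 and 25.1 ± 13.1 CPM (SD, n = 3) at stage 61. Against a floor of 3 counts over the samples of the group without counts, this is at least 242-fold higher than at stage 44 and at least 256-fold higher than at stage 46. The gene rhbg.L had 68.4 ± 7.14 CPM (SD, n = 3) at stage 44 and 0.0384 ± 0.0665 CPM (SD, n = 3) at stage 61, a log2 fold change of -10.33 (standard error 0.38, adjusted p = 7.03e-14). At stage 55, cd74.S rose from 0.0639 ± 0.111 CPM (SD, n = 3) at stage 44 to 17.5 ± 6.98 CPM (SD, n = 3), a log2 fold change of 7.74 (standard error 0.68, adjusted p = 1.47e-07).

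**Figure D1:**
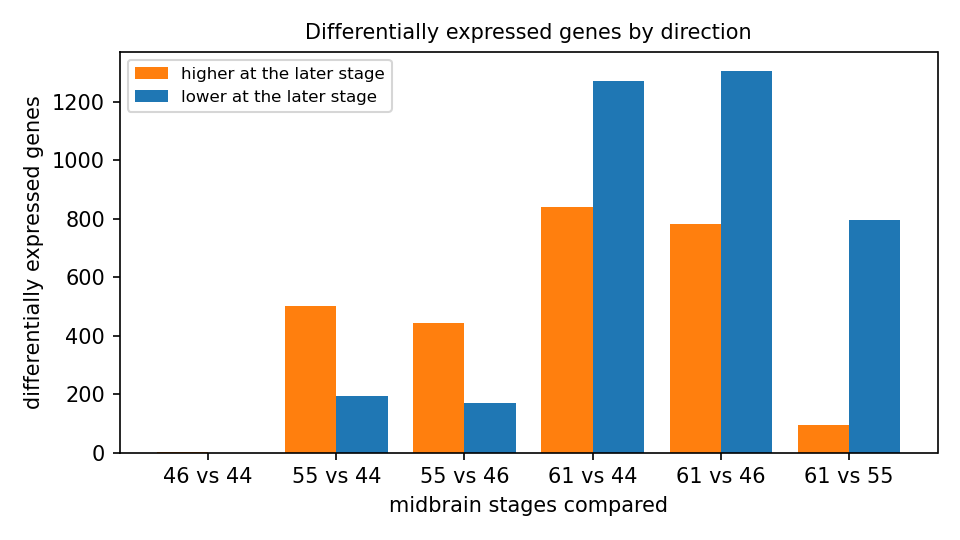
Number of differentially expressed genes (vertical axis) for each pair of midbrain stages (horizontal axis), with genes higher at the later stage and genes lower at the later stage as separate bars. Genes lower at the later stage outnumber those higher in the 3 comparisons with stage 61 (1270 to 841, 1307 to 783 and 795 to 94).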

Using these differential expression datasets, we first examined how other known cell-type markers are expressed in the midbrain over time. Using a list of canonical neural cell-type markers (Supplementary Material S4), we tested for enrichment over the stages of metamorphosis (Figure  1C). 

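Marker lists written from general knowledge were used in place of the paper's Supplementary Material S4, which was not used here. A list was tested by counting its members called in 1 direction among all genes tested (two-sided Fisher's exact test, adjusted over 17 list tests). Of 25 glial genes, 12 (48%) were called higher at stage 61 than the mean of stages 44 and 46, and 12 adjusted over the list alone, against 3.27% of all genes (exact test, adjusted p = 1.67e-11, median log2 fold change 1.93, 18 genes higher). At stage 55, 10 glial genes were called higher, and 10 adjusted over the list alone (exact test, adjusted p = 1.5e-10, median log2 fold change 1.58, 19 genes higher). Some glial genes went the other way, with 4 called lower at stage 61 and 2 at stage 55. Of 33 radial glia and neuroepithelial genes, 11 were called lower at stage 61 than the mean of stages 44, 46 and 55, and 11 adjusted over the list alone (exact test, adjusted p = 8.95e-08, median log2 fold change -1.38, 27 genes lower), while 1 was called higher. Of 27 intermediate progenitor and immature neuron genes, 8 were called lower, and 9 adjusted over the list alone (exact test, adjusted p = 1.51e-05, median log2 fold change -1.25, 24 genes lower). Summed expression of this list, with all 30 samples scaled together, was not lower at stage 61 beyond the spread. It was 4250 ± 114 CPM at stage 44, 4480 ± 539 at stage 46, 5390 ± 1140 at stage 55 and 4870 ± 322 at stage 61 (SD, n = 3 each). The radial glia gene fabp7.L fell from 6130 ± 897 CPM (SD, n = 9) over the earlier stages to 731 ± 220 CPM (SD, n = 3) at stage 61, and neurod4.S fell from 5.98 ± 2.2 CPM (SD, n = 9) to no counts, at least 49.5-fold lower. Over the alternatives tried, the adjusted p was 2.08e-12 to 0.00135 for radial glia, 7.64e-08 to 0.0257 for intermediate progenitors, 4.48e-12 to 0.000628 for glia at stage 55 and 1.76e-12 to 0.00172 for glia at stage 61.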

We found that glial cell markers (including mature oligodendrocytes, Schwann cells and Schwann cell precursors, astrocytes, and microglia) were enriched in stages 55 (*P* = 0.003) and 61 (*P* = 0.008) compared to the earlier two stages, while progenitor cell markers (including neuroepithelial cells, radial glia, intermediate progenitors, and immature neurons) were enriched in stages 44, 46, and 55 compared to stage 61 (*P* = 0.0006). Specifically, radial glia markers including *hes5* (*P* = 0.001) and immature neuron markers including *eomes* (*P* = 0.008) were enriched in these three earlier stages compared to the latest stage. These data are consistent with a developmental progression from a more proliferative state to a more differentiated state in the tadpole brain (Yaoita and Nakajima 2018).

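All 4 copies of hes5 were called lower at stage 61 than the mean of stages 44, 46 and 55, with log2 fold changes between -3.68 and -2.80. The most abundant, hes5.1.S, fell from 72.1 ± 16.4 CPM (SD, n = 9) to 5.42 ± 3.48 CPM (SD, n = 3), with a standard error of 0.27 (edgeR, adjusted p = 2.7e-09). The copy eomes.L fell from 5.69 ± 2.51 CPM (SD, n = 9) to 1.4 ± 1.03 CPM (SD, n = 3), a log2 fold change of -1.91 (standard error 0.44, adjusted p = 0.00158), which is short of the threshold of 2 in size. It passed at -2.34 without stage 61 replicate 2, at -2.22 without stage 61 replicate 3 and at -2.07 with counts thinned to the smallest library. The copy eomes.S, at 0.913 ± 0.739 CPM (SD, n = 9) in the earlier stages, had a log2 fold change of -2.63 (standard error 1.14, adjusted p = 0.0718) and was not called, but was without stage 61 replicate 3. Of the 28 genes printed in Figure 1C, all 28 had their highest mean at a stage that the heat map shows as highest. In at least 1 comparison of stages 27 were called, and gad1.2.L had too few counts to be tested. Among those with counts in both stages compared, the largest change was that of mbp.S, with a log2 fold change of 5.72 between stages 46 and 61, and the smallest that of vim.L, at -2.15 between the same stages. The heat map was drawn from these samples, so the tally is not independent of them. The paper reports glial markers at the later stages and progenitor markers at the earlier ones. It describes this as compatible with a progression from a proliferative to a more differentiated state.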

We also investigated how relative populations of NPCs and immature neurons changed in the tadpole midbrain over development. We used the NPC- and immature neuron-associated gene lists obtained in Huang *et al.* (2021) as indicators of a transition from a timepoint enriched in one cell type to a timepoint enriched in the other. Testing for enrichment, we found that immature neuron-associated genes were significantly depleted over genes that were downregulated in stages 44 and 46 and were upregulated at stage 61 (*P* < 0.0001). 

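The gene wnt1.L had 6.29 ± 1.49 CPM (SD, n = 3) at stage 44, 5.63 ± 2.26 CPM (SD, n = 3) at stage 46, 1.47 ± 0.46 CPM (SD, n = 3) at stage 55 and 0.446 ± 0.439 CPM (SD, n = 3) at stage 61. Stage 61 was lower than stage 44 by a log2 fold change of -3.71 (standard error 0.62, edgeR adjusted p = 7.87e-05) and than stage 46 by -3.55 (standard error 0.62, adjusted p = 0.00012). Against stage 55 the log2 fold change was -1.62 (standard error 0.65, adjusted p = 0.0868) and the gene was not called, while without stage 61 replicate 1 it was called at -2.5.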

Examining specific genes in this set, we observed downregulation of known neural differentiation regulators such as *wnt1* (Kondo *et al.* 2011) and *foxg1* (Dastidar *et al.* 2011) in stage 61 compared to earlier stages (Supplementary Material S3) again suggesting broad changes in immature neuron populations over this period.

To investigate the processes involved in midbrain development, we performed GO analysis on our differentially expressed genes across stages (Supplementary Material S5). As noted previously, we observed few differentially expressed transcripts between stages 44 and 46, and as such did not explore further their enriched GO terms. However, comparisons against stages 55 and 61 revealed distinct genes and enriched biological functions in each (Figure  2). This was especially visible in the stage 44/55 and the stage 46/55 comparisons, which despite possessing a similar number of overall genes (265 and 229, respectively), displayed incongruous enriched functions. This suggests that differences in midbrain expression between stages 44 and 46 may possess biological significance that we were unable to elucidate at the bulk-tissue level with our number of samples. 

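Of 58 tested genes of DNA replication, 40 (69%) were called lower at stage 61 than the mean of stages 44 and 46, and 40 adjusted over the list alone, against 4.98% of all genes (two-sided Fisher's exact test, adjusted p = 1.47e-37, 3.46e-43 to 0.000438 over the alternatives). All 58 had a negative log2 fold change, with a median of -2.82. The gene mcm2.L fell from 109 ± 9.74 CPM (SD, n = 6) at stages 44 and 46 to 4.05 ± 0.679 CPM (SD, n = 3) at stage 61, a log2 fold change of -4.74 (standard error 0.19, edgeR adjusted p = 4.35e-14). The gene ontology analysis of the paper was not repeated here.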

Overall, we found that genes that were differentially expressed between two or more stages were enriched for GO terms pertaining to cell division, development, and cell cycle transitions (Figure  2A), suggesting broad changes in the regulation of these processes over this period of midbrain development. In particular, genes involved in positive regulation of cell proliferation as well as negative regulation of cell differentiation were highly enriched across comparisons between the first three stages and stage 61. 

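A list of 17 tested hes, hey and id genes, which inhibit differentiation, was highest on average at stage 55 in 10 and at stage 61 in 1. Between stages 55 and 61, 7 of them were called lower at stage 61. From stage 44 to stage 46 the list moved by a median log2 fold change of 0.2, then by 0.15 from stage 46 to stage 55 and by -0.93 from stage 55 to stage 61.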

We noted that similar functions were enriched in each of these comparisons (Figure  2A; ST44v61, ST46v61, ST55v61). Thus, we wished to more closely examine the specific genes involved at each timepoint in one GO term to identify stage-specific subgroups. To further investigate these patterns of gene expression in the midbrain over development, we performed cluster analysis on genes identified as being involved in the “positive regulation of proliferation” GO category and identified five significant expression pattern clusters containing 76–368 genes each (Figure  2B). We uncovered three distinct groups with stage-specific expression peaks: one was increased at stages 44/46 with 368 genes, three at stage 55 with 180, 100, and 76 genes each, and one at stage 61 with 180 genes (Figure  2B; Supplementary Material S6). The cluster with elevated expression at the early stages was highly enriched in cell cycle regulation genes, including a number of cyclins and cyclin-dependent kinases (Cyclin/Cdk Cluster). 

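Of 23 tested cyclin and cyclin-dependent kinase genes, 14 were called lower at stage 61 than the mean of stages 44 and 46, and 14 adjusted over the list alone (two-sided Fisher's exact test, adjusted p = 1.25e-12, 8.78e-16 to 0.00014 over the alternatives). In 22 of the 23 the log2 fold change was negative, and the median was -3.44. The highest mean was at stage 44 in 8 of the genes, at stage 46 in 14 and at stage 55 in 1. The gene ccna2.L fell from 44.4 ± 6.54 CPM (SD, n = 6) to 0.66 ± 0.377 CPM (SD, n = 3), a log2 fold change of -6.00 (standard error 0.33, edgeR adjusted p = 9.82e-12). The gene cdk1.L fell from 65.4 ± 10.3 CPM (SD, n = 6) to 4.29 ± 1.74 CPM (SD, n = 3), with a log2 fold change of -3.93. Summed over the list, with all 30 samples scaled together, expression was 606 ± 11.9 CPM (SD, n = 3) at stage 44, 626 ± 8 CPM (SD, n = 3) at stage 46, 421 ± 47.7 CPM (SD, n = 3) at stage 55 and 104 ± 9.33 CPM (SD, n = 3) at stage 61. The clusters of the paper were not redrawn here.

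**Figure D2:**
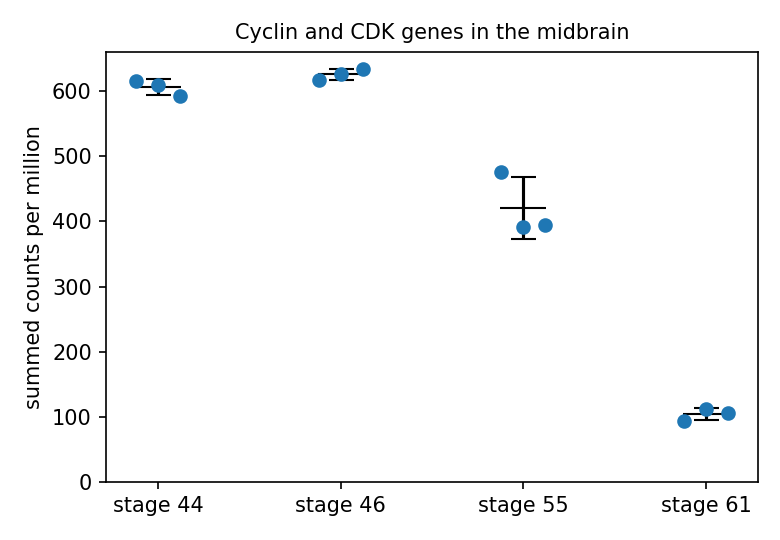
Summed CPM of the cyclin and cyclin-dependent kinase genes (vertical axis) in each midbrain sample (points) by stage (horizontal axis), with the mean and SD. The 3 stage 61 samples lie below every sample of the other stages, and the 3 stage 55 samples below every sample of stages 44 and 46.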

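Of 77 tested genes of the PI3K-AKT pathway, listed from general knowledge, 2 were called higher at stage 55 than the mean of stages 44 and 46 and 3 at stage 61, the same counts as adjusted over the list alone. The share called was 2.6% at stage 55 and 3.9% at stage 61, against 2.21% and 3.27% of all genes tested (two-sided Fisher's exact test, adjusted p = 0.788 for both). Over the alternatives the adjusted p was 0.13 to 1 at stage 55 and 0.212 to 1 at stage 61, and 3 members were called lower at stage 61.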

The remaining 4 clusters, groups with elevated expression at stages 55 or 61, were all enriched in genes involved in the PI3K-AKT signaling pathway (PI3K-AKT/St55a-c, PI3K-AKT/St61; Figure  2B). In addition to broad processes such as proliferation being differentially expressed over midbrain development, more specific pathways like PI3K-AKT also showed temporal enrichment at the latter two developmental stages, despite an expected decline in proliferation by stage 61 (Yaoita and Nakajima 2018). 

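Over the 77 PI3K-AKT genes, the median log2 fold change was 0.03 at stage 55 and 0.17 at stage 61, with 41 and 42 genes higher. The highest mean was at stage 61 in 33 genes (42.9%), against 34% of all genes tested, and at stage 55 in 12 (15.6%), against 21.5%. The member with the smallest p at stage 55, pik3r3.L, rose from 144 ± 7.78 CPM (SD, n = 6) to 353 ± 106 CPM (SD, n = 3), a log2 fold change of 1.29 (standard error 0.13, edgeR adjusted p = 6.25e-07) that is below the threshold. It was also higher at stage 61, by 1.10.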

While we observed an overall decrease in NPC-related transcripts over time from our cell-type marker analyses, examining process-specific expression revealed a more nuanced pattern of expression dynamics.

**Figure 2:**
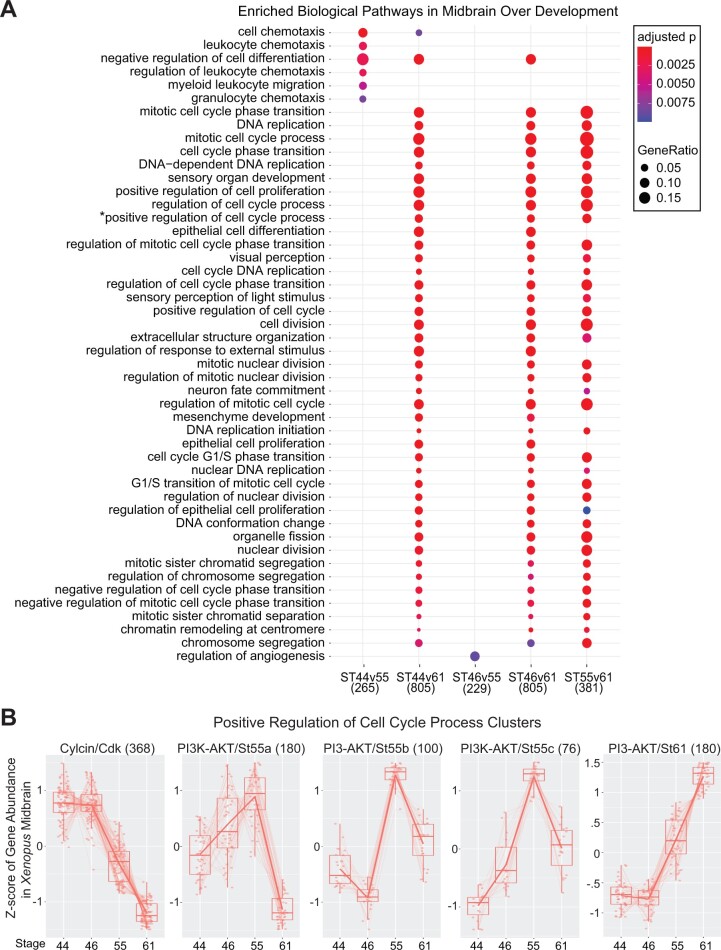
Enriched biological pathways in the *Xenopus* midbrain across developmental stages. (A) GO biological pathway analysis showing enriched sets of genes differentially expressed between stages of tadpole midbrain development. Dot size corresponds to the proportion of differentially expressed genes associated with the biological pathway, and dot color refers to the adjusted *P*-value. The numbers along the *x*-axis correspond to the total number of genes differentially expressed in each comparison. (B) Clusters of genes differentially expressed during tadpole midbrain development that are associated with the “Positive Regulation of Cell Proliferation” GO category. The five clusters shown are Cyclin/Cdks (368 genes), PI3K-AKT/St55a-c, and PI3K/St61, numbers in parentheses indicates the number of genes in each cluster. The Cyclin/Cdk cluster is enriched in cell cycle-related genes at stages 44–46 (*P* < 0.001) and the remaining clusters are enriched in PI3K-AKT pathway associated genes (St55a-c, *P* = 0.019; St61, *P* < 0.001).

### Differences in regional gene expression at NF stage 46

During premetamorphosis, a progenitor quiescent period has been observed in the tadpole pallium in the dorsal region of the forebrain (Moreno and Gonzalez 2017) as well as in the posterior hindbrain (Thuret *et al.* 2015). However, a comparison of gene expression to the midbrain during this period as well as comparisons between the forebrain, hindbrain, and spinal cord have not yet been carried out. To investigate the gene expression patterns across brain regions at this stage, we performed differential expression analysis between RNA samples harvested at NF stage 46 from the fore-, mid-, hindbrain, and spinal cord (Figure  3A). 

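At stage 46, 3 samples each of forebrain, midbrain, hindbrain and spinal cord were compared, and the midbrain samples are those used in the comparison of stages. Between 3277179 and 10884064 reads per sample were counted on genes, with medians of 6715481 in forebrain, 6660698 in hindbrain and 7866819 in spinal cord. After the filter on low counts, 34485 genes were tested, with the same scaling, fit and thresholds as for the midbrain stages. In the authors' table of normalized stage 46 counts each value is the raw count divided by a size factor between 0.539 and 1.563, over 42998 genes. Replicate 3 of forebrain, hindbrain and spinal cord differed from the other samples. Thinned to the depth of the smallest library of the series, these 3 samples had 43607, 43597 and 42158 genes detected, against 27364 to 31739 in the other 9. Genes with 2 counts or fewer over all 12 midbrain samples took 0.719%, 0.681% and 0.541% of their counts, against at most 0.101% in the other 9. They also had the fewest counted reads, between 3277179 and 3686342. Sequencing batches are not given in the labels, while the paper states that samples shared 1 sequencing lane. Each of the 3 regions had 1 such sample and midbrain had none, so comparisons with midbrain set groups with and without such a sample against each other. Deviations from the region means of samples that share a replicate number correlated across genes by up to 0.85 between regions, in the comparisons among these 3 regions only, while the difference between replicates 1 and 2 correlated by no more than 0.05. Replicates were therefore not treated as paired. Counts were also simulated with 1 spread per gene shared by all regions, in which 200 genes changed by 3 on the log2 scale. Of these, edgeR recovered 80.5% and called 2 unchanged genes, and DESeq2 recovered 86.5% and called 37.

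**Figure D3:**
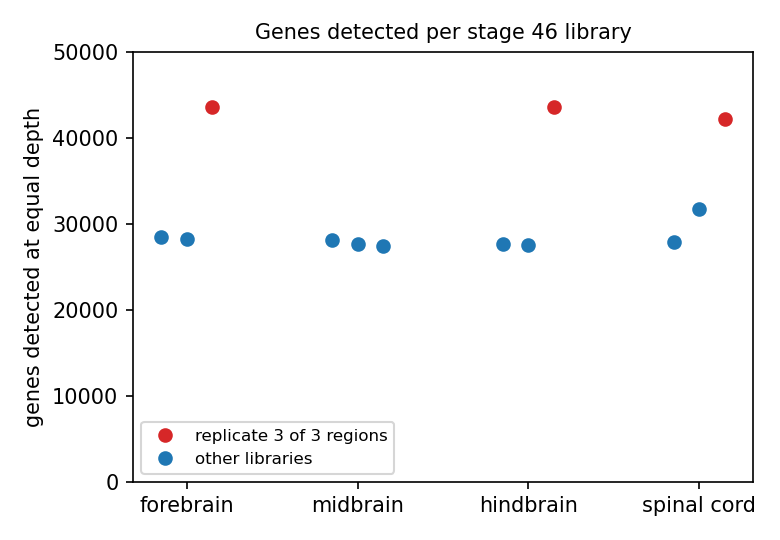
Genes detected in each stage 46 sample (points) after all samples were thinned to the same number of counted reads (vertical axis), by region (horizontal axis). Replicate 3 of forebrain, hindbrain and spinal cord lies between 42158 and 43607 genes, and the other 9 samples between 27364 and 31739.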

Principal component analysis showed clear clustering by brain region along the primary axis, confirming precision of tissue isolation (Figure  3B); some intra-region variance is present, but to a much lesser extent than the inter-region difference. 

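Over the 12 stage 46 samples, component 1 held 53.9% of the variance of the 500 most variable genes, and 81.2% of it lay between regions. Component 2 held 24.7%, of which 35.7% lay between regions, and component 3 held 10.3%, of which 74.6% did. Scores on component 1 were -42.9 ± 2.08 (SD, n = 3) in midbrain, -24.34 ± 37.27 (SD, n = 3) in forebrain, 15.94 ± 20.01 (SD, n = 3) in hindbrain and 51.3 ± 7.25 (SD, n = 3) in spinal cord. The forebrain samples ranged from -47.62 to 18.64 and the hindbrain samples from 2.08 to 38.88, so these regions overlapped on component 1. Without the 3 samples with more genes detected, component 1 held 64.8%, and 99.7% of component 2 lay between regions.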

Using these samples, we identified all genes that were differentially expressed between one brain region and all other brain regions. 

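Of the 34485 genes tested, 1937 (5.62%) were called between at least 2 regions, of which 828 were called in 1 comparison and 595 in 3 or more. The count was 2961 with DESeq2 without a filter and moved most with a threshold of 1 on the log2 fold change, to 4668. It was 2907 with the higher background of the 3 samples as a covariate. Genes called in 1 direction against each of the other regions numbered 108 in forebrain (42 higher, 66 lower), 56 in midbrain (25 higher, 31 lower), 10 in hindbrain (8 higher, 2 lower) and 247 in spinal cord (177 higher, 70 lower). When a gene could differ from the other regions in either direction, the counts were 111, 66, 38 and 247. Without forebrain replicate 3, forebrain had 212 such genes in 1 direction. Hindbrain had 25 without hindbrain replicate 3, 20 without forebrain replicate 3, 6 without midbrain replicate 2 and 4 without hindbrain replicate 1 or 2. Midbrain had 34, 40 or 35 when a midbrain sample was left out, 203 with a replicate block and 308 with DESeq2 without a filter. In settings added after the background had been seen, midbrain had 144 with the covariate and 286 with a block shared by forebrain, hindbrain and spinal cord. Of the genes higher in a region, and leaving aside those with only a locus or model number, the largest smallest log2 fold change against the other regions was that of emx1.S in forebrain (5.77), pomc.L in midbrain (5.74), grp.L in hindbrain (3.96) and col8a1.S in spinal cord (6.83). The hindbrain genes called lower were avp.L and kcnf1.S, named after their values were seen.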

From 2974 genes that were differentially expressed between at least two stages 46 brain regions, we found that 138 genes were specifically differentially expressed in the forebrain compared to all other regions; 301 in the midbrain; 45 in the hindbrain; 279 in the spinal cord (Supplementary Material S7). 

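Of 51 tested hox genes, 26 (51%) were called higher in hindbrain and spinal cord than in forebrain and midbrain, and 44 adjusted over the list alone, against 1.4% of all genes (two-sided Fisher's exact test, adjusted p = 5.23e-34, 1.91e-54 to 0.0336 over the alternatives). All 51 had a positive log2 fold change, with a median of 5.16. The copy hoxa5.S had 8.08 ± 3.76 CPM (SD, n = 6) in hindbrain and spinal cord and 0.222 ± 0.351 CPM (SD, n = 6) in forebrain and midbrain, a log2 fold change of 6.42 (standard error 0.72, edgeR adjusted p = 2.09e-05). The copy hoxa5.L had a log2 fold change of 5.80 (standard error 1.09, adjusted p = 0.00483). The otx genes went the other way. The gene otx2.L had 4.37 ± 3.56 CPM (SD, n = 6) in hindbrain and spinal cord and 58.8 ± 34.3 CPM (SD, n = 6) in forebrain and midbrain, a log2 fold change of -3.96 (standard error 0.28, adjusted p = 4.27e-08). The copies otx2.S (-3.99, adjusted p = 0.0227) and otx1.L (-2.54, adjusted p = 0.00872) were called as well. The copy otx1.S had a log2 fold change of -1.15 (standard error 1.17, adjusted p = 0.606) and was not called, but was at -4.47 without hindbrain replicate 3. The call of otx2.S was lost with any of 7 samples left out in turn, among them each of the 3 midbrain samples (adjusted p = 0.0681, 0.0734 and 0.0752), forebrain replicate 1 (0.0651) or 2 (0.0585), hindbrain replicate 1 (0.0566) and spinal cord replicate 2 (0.0593). All 4 genes of Figure 3C had their highest mean in the region that the figure shows as highest.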

As predicted, anterior–posterior patterning genes were present in the expected brain regions : *otx* genes in the forebrain and midbrain, and *hox* genes in the hindbrain and spinal cord (Schilling and Knight, 2001; Figure  3C). 

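In forebrain, hoxa5.L had 11 counts in replicate 3, or 3.36 counts-per-million of all counted reads (95% Wilson interval 1.87 to 6.01), and none in replicates 1 and 2, which allows up to 0.447 and 0.325 (3 counts). These intervals and limits cover counting error only, since reads amplified without molecular identifiers are not independent molecules. In spinal cord, otx2.L had 1.02, 0.362 and 3.8 in replicates 1, 2 and 3 (8, 3 and 14 counts). The copies otx1.L, otx1.S and otx2.S had no counts in spinal cord replicate 1, which allows up to 0.381, and 4, 6 and 2 counts in replicate 2. In spinal cord replicate 3 they had 4.88 (95% Wilson interval 3.09 to 7.72), 6.51 (4.38 to 9.69) and 5.15 (3.3 to 8.05).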

We also noted the presence of *hoxa5.L* in one forebrain sample as well as otx in most spinal cord samples. However, given that expression in these samples was highly varied as well as lower than in the other brain regions, the expected pattern of regional expression remains clear.

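In spinal cord hoxa5.L had 14.5, 14 and 10.3 counts-per-million of all counted reads in replicates 1 to 3, and in hindbrain 1.8, 3.21 and 5.75. The forebrain replicate 3 value lay above those of hindbrain replicates 1 and 2 and below every spinal cord value, and its Wilson interval (1.87 to 6.01) overlapped those of the 2 hindbrain samples (1.03 to 3.15 and 2.26 to 4.55). The hox genes summed to 188 CPM in forebrain replicate 3, against 7.11 and 2.13 CPM in replicates 1 and 2, 275 to 391 CPM in hindbrain and 898 to 1260 CPM in spinal cord. Replicates 3 of forebrain and spinal cord are among the samples with more genes detected at equal depth, while spinal cord replicates 1 and 2, with lower values of otx genes, are not. Because the expression in these samples was lower and more variable than in the other regions, the paper concludes that the regional pattern remains clear.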

**Figure 3:**
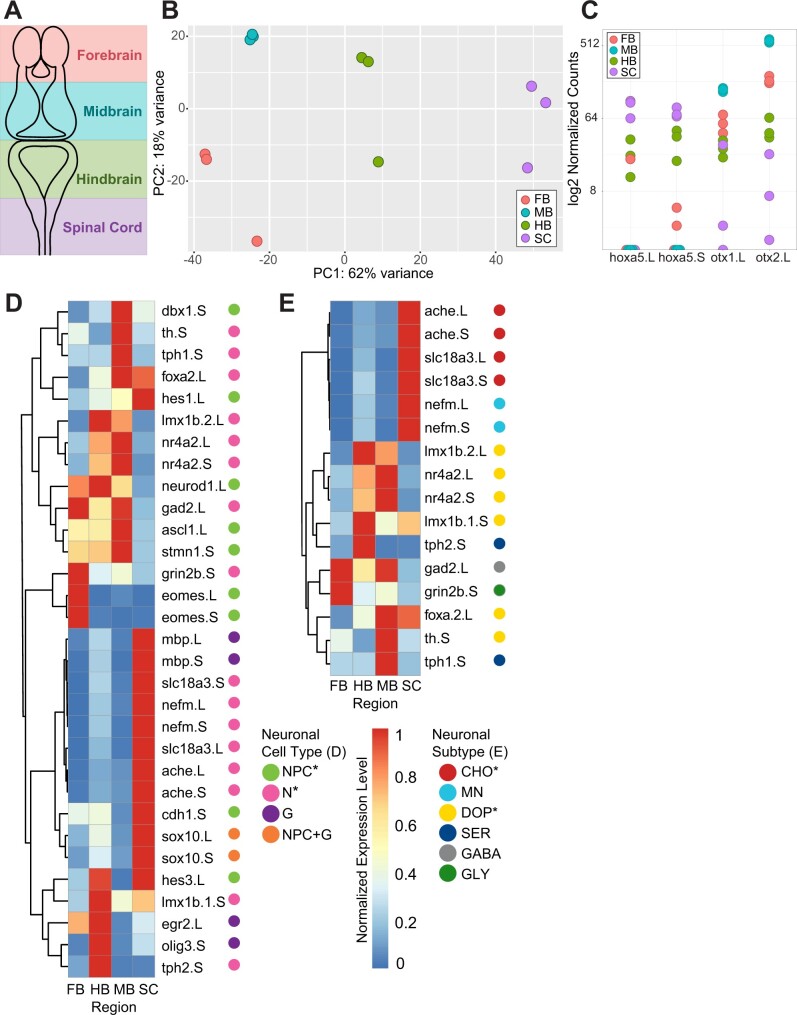
Expression analysis of *Xenopus* stage 46 across different brain regions. (A) Schematic depicting the four brain regions dissected and sequenced at *Xenopus* Stage 46: forebrain (pink), midbrain (blue), hindbrain (green), and spinal cord (purple). (B) Principal component analysis of samples collected from the *X. laevis* stage 46 brain in the forebrain (FB ST46, pink), midbrain (MB ST46, blue), hindbrain (HB ST46, green), and spinal cord (SC ST46, purple). Colors correspond to brain regions in (A). (C) Normalized expression of *hox5*, a hindbrain-spinal cord marker, and *otx1* and *otx2*, forebrain–midbrain markers, across all brain regions. Colors correspond to brain regions in (A, B). (D) Heat map of cell-type marker expression over ST46 tadpole brain regions. General cell types are categorized for genes listed as NPC (including neuroepithelial cells, radial glia, intermediate progenitors, and immature neurons); G, glial cell (including mature oligodendrocytes, Schwann cells and Schwann cell precursors, astrocytes, and microglia); N, neuron; NPC+G, progenitor cell/glial marker. (E) Heat map of neuron subtype marker expression over brain region at stage 46. Specific neuronal subtypes are categorized for genes listed as CHO, cholinergic neuron; MN, mature neuron; DOP, dopaminergic neuron; SER, serotonergic neuron; GABA, GABAergic neuron; GLY, glycinergic neuron. Genes are clustered by similarity in expression across regions with complete linkage clustering, as indicated by the dendrogram to the left. Asterisks indicate significantly enriched cell types (*P* < 0.002 for PG, *P* < 0.001 for N, *P* < 0.001 for both DOP and CHO markers). Expression is normalized per-gene to the highest expression for that gene.

Differential expression analysis across stage 46 brain regions revealed that of genes upregulated in the midbrain, NPC-associated genes were depleted in the midbrain–forebrain comparison (*P* = 0.0282) as well as the midbrain–hindbrain comparison (*P* = 0.0058), but not the midbrain–spinal cord comparison (Supplementary Material S7). Furthermore, using the list of known cell markers, we found that progenitor markers (*P* = 0.002) and neuronal markers (*P* < 0.0001) were enriched amongst genes that were differentially expressed across regions (Figure  3D). Specifically, progenitor/immature neuron markers like *eomes* were downregulated in the spinal cord compared to the other, more proliferative, brain regions (*P* < 0.0001). 

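Of the 31 genes printed in Figure 3D, 30 had their highest mean in a region that the heat map shows as highest. In at least 1 comparison of regions 28 were called. The largest change was that of slc18a3.S, with a log2 fold change of -6.48 for forebrain against spinal cord, and the smallest that of lmx1b.1.S, at -2.14 for forebrain against hindbrain. The remaining gene of the 31 was hes3.L, which the heat map shows highest in hindbrain. Hindbrain and spinal cord did not differ beyond their spread here, with 0.665 ± 0.796 CPM (SD, n = 3) in forebrain, 0.104 ± 0.00768 CPM (SD, n = 3) in midbrain, 2.75 ± 3.05 CPM (SD, n = 3) in hindbrain and 3.01 ± 0.515 CPM (SD, n = 3) in spinal cord. Figure 3D was drawn from these samples, so the tally is not independent of them. Of 35 tested radial glia and neuroepithelial genes, 3 were called lower in spinal cord than the mean of the other regions, and 4 adjusted over the list alone, against 0.742% of all genes (two-sided Fisher's exact test, adjusted p = 0.00315). The median log2 fold change was 0.01 and the mean was -0.24, with 17 genes lower and 1 called higher. Over the alternatives the adjusted p was 0.000281 to 0.306. Called genes included lhx2.S, at 1.69 ± 1.53 CPM (SD, n = 3) in spinal cord and 48.4 ± 23.4 CPM (SD, n = 9) elsewhere, a log2 fold change of -4.85.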

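In spinal cord eomes.L had 1.96 ± 2.38 CPM (SD, n = 3), and in the other regions 36.6 ± 50.7 CPM (SD, n = 9), a log2 fold change of -2.69 (standard error 0.91, edgeR adjusted p = 0.0959) that was not called. The regions differed, with 65.7 to 126 CPM in forebrain samples and means of 6.71 CPM in midbrain and 2.25 CPM in hindbrain, so spinal cord was close to hindbrain. It was called at -2.91 without hindbrain replicate 1 and at -2.71 with all 30 samples in one fit. The copy eomes.S had a log2 fold change of -1.85 (standard error 1.09, adjusted p = 0.404). Of 28 intermediate progenitor and immature neuron genes, 1 was called lower in spinal cord, and 2 adjusted over the list alone (two-sided Fisher's exact test, adjusted p = 0.246, 1.84e-07 to 1 over the alternatives), with 22 genes lower and a median log2 fold change of -0.85. In this list 1 gene was called higher in spinal cord. The gene called lower was neurod1.L, at 4.43 ± 0.976 CPM (SD, n = 3) in spinal cord and 31.3 ± 8.01 CPM (SD, n = 9) elsewhere, a log2 fold change of -2.78 (standard error 0.25, adjusted p = 5.54e-07).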

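Of 20 tested dopaminergic genes, 6 (30%) were called higher in midbrain and hindbrain than in forebrain and spinal cord, and 7 adjusted over the list alone, against 0.293% of all genes (two-sided Fisher's exact test, adjusted p = 5.77e-11, 1.18e-13 to 0.0128 over the alternatives). Of the 20, 15 were higher, and the median log2 fold change was 1.36. The gene nr4a2.S had 23.7 ± 5.26 CPM (SD, n = 6) in midbrain and hindbrain and 3.35 ± 1.7 CPM (SD, n = 6) in the other two, a log2 fold change of 2.91 (standard error 0.25, edgeR adjusted p = 2.22e-06). All 4 tested copies of ache and slc18a3 were called higher in hindbrain and spinal cord than in forebrain and midbrain, with a median log2 fold change of 3.59, but the paper named these genes from the same samples, so this is no independent test. Across hindbrain and spinal cord, slc18a3.L had 68.1 ± 53.9 CPM (SD, n = 6), and in forebrain and midbrain 2.97 ± 1.7 CPM (SD, n = 6), a log2 fold change of 4.28 (standard error 0.23, adjusted p = 4.4e-09). The copy ache.S had a log2 fold change of 2.66 (standard error 0.21, adjusted p = 1.52e-07). All 16 genes printed in Figure 3E, which was drawn from these samples as well, had their highest mean where the heat map shows it. In at least 1 comparison 15 were called.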

We next looked at the differential expression of specific neuronal cell-type markers across brain regions and found that dopaminergic (DOP) neuron markers were enriched in the midbrain and hindbrain, while the cholinergic (CHO) neuron markers *ache* and *slc18a3* were enriched in the hindbrain and spinal cord (*P* < 0.0001; Figure  3E). The latter observation may be due to the significant presence of cholinoceptive cells in the hindbrain and spinal cord (Thiriet *et al.* 1992), while the former is consistent with where the majority of DOP neurons are known to reside (Blum 1998; Hegarty *et al.* 2013). These data indicate that neuronal subtype populations express transcripts at a sufficient level to be identified in bulk-tissue analysis. Meanwhile, NPC populations in the forebrain, midbrain, and hindbrain, though not the spinal cord, appear to be comparable during premetamorphosis.

To investigate the patterns of gene expression changes across different brain regions, we performed GO analyses of pairwise comparisons between regions (Supplementary Material S8). As expected, across all regions we found significant enrichment in GO terms pertaining to regional development and pattern specification, though the comparison between the hindbrain and spinal cord resulted in fewer significant terms (Figure  4). 

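Pairs of regions differed in the number of genes called. There were 370 between hindbrain and spinal cord (143 higher and 227 lower in hindbrain), 283 between midbrain and hindbrain (94 higher and 189 lower in midbrain) and 316 between forebrain and midbrain (162 higher and 154 lower in forebrain). The other pairs had 443 for forebrain against hindbrain (163 higher, 280 lower in forebrain), 1158 for forebrain against spinal cord (427 higher, 731 lower in forebrain) and 1323 for midbrain against spinal cord (394 higher, 929 lower in midbrain). The samples of the 2 regions did not overlap in 369, 283, 315, 443, 1158 and 1318 of these genes, in the order above, though calling genes between the same samples favors this. With DESeq2 without a filter, the 3 comparisons with midbrain rose to 724 against hindbrain, 794 against forebrain and 2185 against spinal cord, and the other 3 were 411, 511 and 1272. Without forebrain replicate 3, forebrain against hindbrain had 773 genes.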

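Of the 51 tested hox genes, 6 were called between hindbrain and spinal cord, and 13 adjusted over the list alone, with 19 at an unadjusted p below 0.05. The genes hoxd9.S and hoxc9.L were among them, with log2 fold changes of -7.14 (standard error 1.36, edgeR adjusted p = 0.00909) and -6.84 (standard error 1.73, adjusted p = 0.0332). DESeq2 called neither of them. Without hindbrain replicate 1 neither was called by edgeR (adjusted p = 0.0594 and 0.132), nor without spinal cord replicate 2 (0.0648 and 0.206). The call of hoxc9.L was also lost without hindbrain replicate 2 (0.134) or spinal cord replicate 1 (0.115). By comparison, 40 hox genes were called between midbrain and spinal cord, 16 between forebrain and spinal cord, 13 between midbrain and hindbrain, 8 between forebrain and hindbrain and 1 between forebrain and midbrain. Hox genes made up 1.62% of the genes called between hindbrain and spinal cord, 3.02% for midbrain against spinal cord, 1.38% for forebrain against spinal cord, 4.59% for midbrain against hindbrain, 1.81% for forebrain against hindbrain and 0.316% for forebrain against midbrain.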

The lack of enrichment in this comparison indicates transcriptional similarity between the two regions in regard to pattern specification. Though neuron fate commitment and differentiation were also enriched in many pairwise comparisons, investigating the tagged genes revealed that many of them were also regionalization related. For instance, we found *gsx2*, a known regulator of telencephalon progenitor maturation (Pei *et al.* 2011), to be highly expressed in the forebrain compared to all other regions. Similarly, we observed *pitx2*, *lef1*, and *tcf7l2* specifically in the midbrain. These wnt-mediating genes have also been observed primarily in mesodiencephalic DOP neurons (Martin *et al.* 2004; Nouri *et al.* 2020), consistent with our observation of DOP neuron marker enrichment in the midbrain (Figure  3E). Thus, pathway enrichment in the regional comparisons also appear to reflect regional differences rather than any significant disparities in proliferation or differentiation.

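The gene gsx2.L was at 22.7 ± 3.5 CPM (SD, n = 3) in forebrain, 3.58 ± 1.14 CPM (SD, n = 3) in midbrain, 3.34 ± 0.631 CPM (SD, n = 3) in hindbrain and 1.36 ± 0.782 CPM (SD, n = 3) in spinal cord. Its log2 fold change for forebrain was 2.66 against midbrain (standard error 0.41, edgeR adjusted p = 0.000949), 2.75 against hindbrain (standard error 0.42, adjusted p = 0.000595) and 3.98 against spinal cord (standard error 0.45, adjusted p = 8.65e-06).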

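In midbrain tcf7l2.L had 179 ± 12.2 CPM (SD, n = 3), against 5.72 ± 1.67 in forebrain, 7.14 ± 3.51 in hindbrain and 3.00 ± 0.608 in spinal cord (SD, n = 3 each). It was called against each region, the smallest difference being a log2 fold change of 4.70 against hindbrain (standard error 0.33, edgeR adjusted p = 1.02e-06). The gene lef1.L had 38.4 ± 10.8 CPM (SD, n = 3) in midbrain and was called against each region, with log2 fold changes of 3.08, 3.06 and 3.73 in favor of midbrain against forebrain, hindbrain and spinal cord. A further gene listed as lef1 was called against hindbrain (2.18) and spinal cord (2.31), while against forebrain its difference was 1.63 in favor of midbrain (standard error 0.34, adjusted p = 0.0111) and below the threshold. Without hindbrain replicate 2 the call of lef1 against hindbrain was lost, at 1.89.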

**Figure 4:**
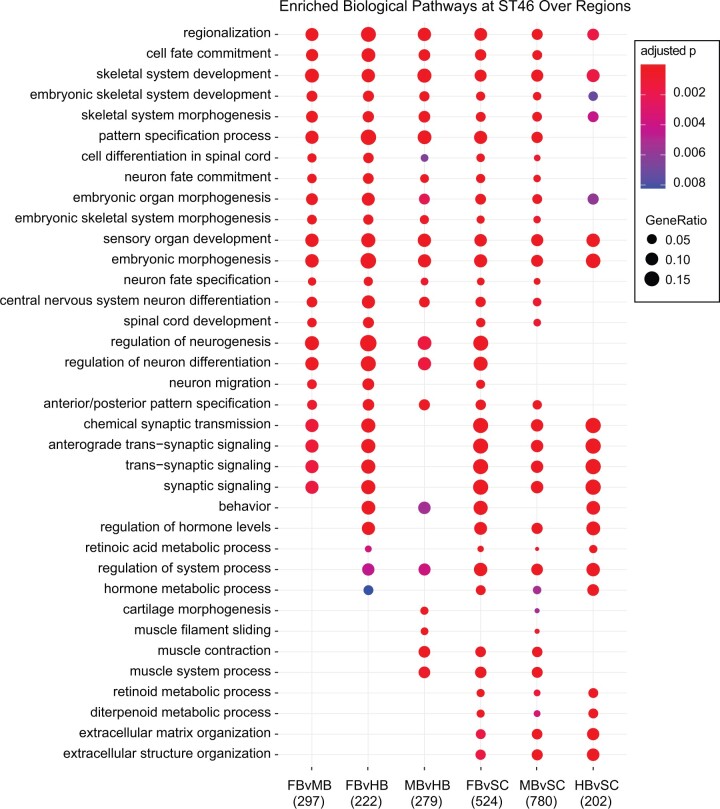
Enriched biological pathways in ST46 *Xenopus* across brain regions. GO biological pathways enriched in the set of genes differentially expressed between two regions of the tadpole stage 46 brain. Brain regions, as shown in Figure  3A are FB, forebrain; MB, midbrain; HB, hindbrain; and SC, spinal cord. Dot size corresponds to the proportion of differentially expressed genes associated with the biological pathway, and dot color refers to the adjusted *P*-value. The numbers along the *x*-axis correspond to the total number of genes differentially expressed in each comparison.

### Comparing regional expression between *X. laevis* and *M. musculus*

Previous studies have shown that similar genes are upregulated in both the postnatal rodent brain and in the *Xenopus* brain during metamorphosis (Yaoita and Nakajima 2018). Similar patterns of thyroid hormone-associated gene expression have been observed in both species during the first three postnatal weeks in mice and the metamorphic climax (NF stages 57/58–stage 66) in *Xenopus* (Miyata and Ose 2012; Holzer and Laudet 2013; Yaoita and Nakajima 2018). Given this, we sought to examine if this interspecies parallel extends earlier into the developmental process.

First, to identify changes in gene expression across mouse brain development, we compared samples between the *M. musculus* cortex (Ctx) and cerebellum (Cb) at the six developmental stages between E13.5 and E18.5 (PRJEB26869; Cardoso-Moreira *et al.* 2019). PCA analysis showed expected clustering by developmental stage in both regions (Figure  5A). Comparing the mouse Ctx and Cb at each timepoint, we found that differentially expressed genes were highly conserved at each timepoint. Hundred and eighty-three genes were differentially expressed between the two regions at all timepoints, composing a robust set of genes that varied in expression regionally but not temporally (*P* < 0.0001).

**Figure 5:**
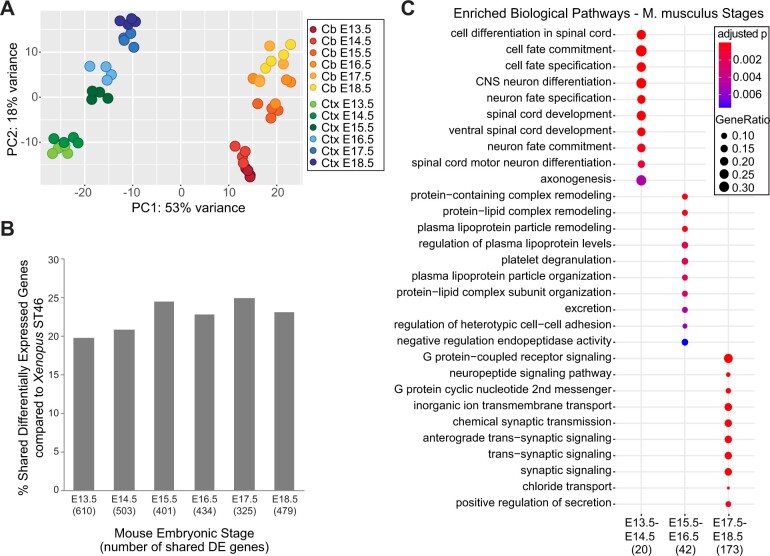
Expression analysis of mouse brain regions across development. (A) Principal component analysis of mouse Ctx and Cb data, collected at timepoints E13.5–E18.5. (B) Proportion of genes differentially expressed in the mouse Ctx *vs* Cb at each timepoint that was also differentially expressed in the tadpole stage 46 forebrain *vs* hindbrain. The total number of differentially expressed genes in at this timepoint is indicated in parentheses next to the timepoint on the *x*-axis. All timepoints in the mouse model shared a similar proportion of genes with the tadpole timepoint. (C) GO biological pathways enriched in the set of genes upregulated in both the mouse Ctx and Cb at developmental timepoints from E13.5 to E18.5. Distinct pathways are upregulated at each developmental period. Dot size corresponds to the proportion of differentially expressed genes associated with the biological pathway, and dot color refers to the adjusted *P*-value. The numbers along the *x*-axis correspond to the total number of genes differentially expressed in each comparison.

Examining homologous genes in *X. laevis*, we found that about a third of the genes differentially expressed between the mouse Ctx and Cb at all timepoints were also differentially expressed between the *Xenopus* forebrain and hindbrain at stage 46 (*P* < 0.0001; Supplementary Material S9). These genes consisted primarily of homeobox and transcriptional regulation genes, and as such were significantly enriched in GO terms pertaining to regionalization and pattern specification. This is consistent with the anterior to posterior regionalization in both the mouse cortex and Cb samples as well as the forebrain and hindbrain tadpole samples, despite the amphibian forebrain samples not including cortical tissue. For instance, we consistently observed *irx*-family genes (IRX3-6), already known to be involved in patterning and anteriorly bound in expression at the prethalamus (Rodriguez-Seguel *et al.* 2009), as being expressed highly in the mouse Cb compared to the Ctx at all stages E13.5–E18.5, as well as in the tadpole hindbrain compared to the forebrain at stage 46. 

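The mouse data were not analysed here. Between forebrain and hindbrain, where 443 genes were called, the called genes included 8 of 51 tested hox genes, 7 of 10 irx genes and 5 of 12 pax genes, all higher in hindbrain. Of 9 tested dlx genes, 6 were higher in forebrain, as were 2 of 5 emx genes. The lhx and nkx genes went both ways, with 2 higher in forebrain and 3 higher in hindbrain of 13 lhx genes, and 1 and 4 of 20 nkx genes. In forebrain, dlx2.L had 222 ± 52.3 CPM (SD, n = 3), and in hindbrain 1.55 ± 0.436 CPM (SD, n = 3), a log2 fold change of 7.18 (standard error 0.35, edgeR adjusted p = 5.87e-09).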

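In the tadpole, irx3.S had 46.3 ± 8.16 CPM (SD, n = 3) in hindbrain and 1.98 ± 1.07 CPM (SD, n = 3) in forebrain, a log2 fold change of -4.67 for forebrain against hindbrain (standard error 0.35, edgeR adjusted p = 4.65e-07). The copy irx5.L was called at -4.22 (standard error 0.40, adjusted p = 4.97e-06). The copies irx3.L (-3.43, adjusted p = 0.0273) and irx5.S (-4.08, adjusted p = 0.0459) were called, but these calls were lost without hindbrain replicate 1 (adjusted p = 0.102 and 0.154) and when most of the other samples were left out in turn. The copies irx4.L and irx4.S had log2 fold changes of -4.56 (standard error 1.09, adjusted p = 0.0518) and -4.98 (standard error 1.28, adjusted p = 0.0545) and were not called. Without forebrain replicate 3, which held all the forebrain counts of both, they were called, and irx4.S was called without midbrain replicate 1 or 2 as well (adjusted p = 0.0302 and 0.0357). The copy irx6.S, at 0.58 ± 1.01 CPM (SD, n = 3) in hindbrain, had a log2 fold change of -0.27 (standard error 2.5, adjusted p = 1).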

As there was not a significant difference in the proportion of genes shared between any particular timepoint in the mouse model and the tadpole model at stage 46 (Figure  5B), these homeobox genes seem to possess a region-specific pattern of expression that is conserved both across species as well as development. Excluding these invariable genes, we then identified three additional homeobox genes that were differentially expressed between the tadpole stage 46 forebrain and hindbrain as well as between the Ctx and Cb at a single developmental stage in mouse: *hoxb5* at E17.5, *hoxe4* at E18.5, and *hoxd4* at E18.5. 

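In forebrain and hindbrain, hoxd4.L had 0.601 ± 1.04 and 14 ± 1.89 CPM (SD, n = 3 each), a log2 fold change of -5.09 (standard error 0.79, edgeR adjusted p = 0.00405). A fit on the 6 samples compared gave hoxd4.L an adjusted p of 0.085, the range over the alternatives set beforehand and added being up to 0.432. The gene hoxc4.L had 0.79 ± 1.11 and 19 ± 4.71 CPM (SD, n = 3 each), a log2 fold change of -4.97 (standard error 0.82, adjusted p = 0.00312). The gene hoxb5.S had 0.962 ± 1.41 CPM (SD, n = 3) in forebrain and 3.68 ± 2.89 CPM (SD, n = 3) in hindbrain, a log2 fold change of -2.06 (standard error 1.2, adjusted p = 0.728) that was not called. Without forebrain replicate 3, hoxb5.S was called at -4.58 (adjusted p = 0.0313).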

Unlike other homeobox genes, these genes showed differential expression between the mouse brain regions only in the later stages observed; they also showed similar expression in the tadpole at stage 46. Overall, we found that pattern specification genes were broadly conserved across both species during the observed time periods.

### Comparing temporal expression between *X. laevis* and *M. musculus*

Having established that region-specific expression is significant and largely conserved across development, we next sought to examine temporal expression within each region. Separately in the mouse Ctx and Cb, we identified genes that were upregulated at each of the embryonic stages E13.5/E14.5, E15.5/E16.5, and E17.5/E18.5 compared to the other timepoints. We chose to consider genes that showed coincident expression in both regions, displaying higher expression in both the Ctx and Cb at each timepoint. By requiring the genes to have similar expression in both, we aimed to curtail region-specific genes and obtain a more general picture of temporal expression across the brain. From 3585 total differentially expressed genes in the Ctx and 2419 in the Cb, 1092 were upregulated in both regions at the same timepoints (Supplementary Material S10). We found that genes upregulated at each timepoint displayed enrichment in distinct GO biological pathways (Supplementary Material S11). Fate commitment and differentiation were enriched at E13.5/E14.5; lipoproteins including *Apoa1* and *Apob* were enriched at E15.5/E16.5; synaptic signaling was enriched at E17.5/E18.5 (Figure  5C). Taken together, these timepoints demonstrate a sequential pattern of pathway enrichment shared between both the mouse Ctx and Cb.

Having obtained a nonspatial, temporal-specific profile of gene expression in the mouse brain, we next wanted to compare expression in the developing *Xenopus* midbrain to see if a similar timeline of pathway enrichment existed between mouse and tadpoles during development. Examining these genes over the tadpole midbrain from stages 44 to 61, we found that many of them displayed a similar pattern of temporal expression (Figure  6). 

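The mouse expression data were not used here. Of the 11 tadpole genes printed in Figure 6A, all 11 had their highest mean at a midbrain stage that the heat map shows as highest. In at least 1 comparison 9 were called, and LOC100497309.L and LOC108711275 had too few counts to be tested. The largest change was that of nkx2-8.L, with a log2 fold change of -4.88 for stage 61 against stage 44, and the smallest that of col2a1.S, at -2.20 against stage 46. All 59 genes printed in Figure 6C also had their highest mean at a stage that its heat map shows as highest. Of these, 57 were called, and LOC108707927 had too few counts to be tested. Among those with counts in both stages compared, the largest change was in grp.S, at 5.83 for stage 55 against stage 44, and the smallest in LOC108701765, at -2.04 for stage 55 against stage 44. The heat maps of Figure 6 were drawn from these samples, so these tallies are not independent of them.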

Genes upregulated at E13.5/E14.5 in the mouse model significantly tended to also be upregulated at stages 44 and 46 in the tadpole midbrain (*P* = 0.0001; Figure  6A), while those upregulated at E17.5/E18.5 were significantly upregulated at stage 61 (*P* < 0.0001; Figure  6C). 

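All 15 genes printed in Figure 6B, which was drawn from these samples, had their highest mean at a stage that the heat map shows as highest. Of these, 14 were called, and mael.L had too few counts to be tested. Among those with counts in both stages compared, the largest change was that of LOC108702537, with a log2 fold change of -4.62 for stage 61 against stage 46, and the smallest that of gpr17.L, at 2.06 for the same stages. At stage 61 apob.L had no counts, and at stages 44 and 46 0.782 ± 0.722 CPM (SD, n = 6), with samples that overlapped. Its counts lay mainly at stage 44, with 1.38 ± 0.427 CPM, against 0.187 ± 0.246 at stage 46 and 0.15 ± 0.26 at stage 55 (SD, n = 3 each). Against the floor of 3 counts over the stage 61 samples, stage 61 was at least 6.48-fold lower than stages 44 and 46 together (edgeR adjusted p = 0.0286). The call was lost without stage 46 replicate 3 (adjusted p = 0.131) or any 1 of the stage 61 samples (0.0657 to 0.0772). The copy apob.S and both copies of apoa1 had too few counts to be tested, with means of at most 0.932 CPM at any stage.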

The intermediate E15.5/E16.5 genes were somewhat biased toward stages 44 and 46 (*P* = 0.04; Figure  6B), but also had a fair number of genes highly expressed at the later timepoints as well. Overall, the expression of the genes upregulated at each timepoint in the mouse brain followed a similar sequence of expression in the *Xenopus* midbrain. These data suggest that patterns of gene expression in the brain across development are conserved, at least in part, across species.

**Figure 6:**
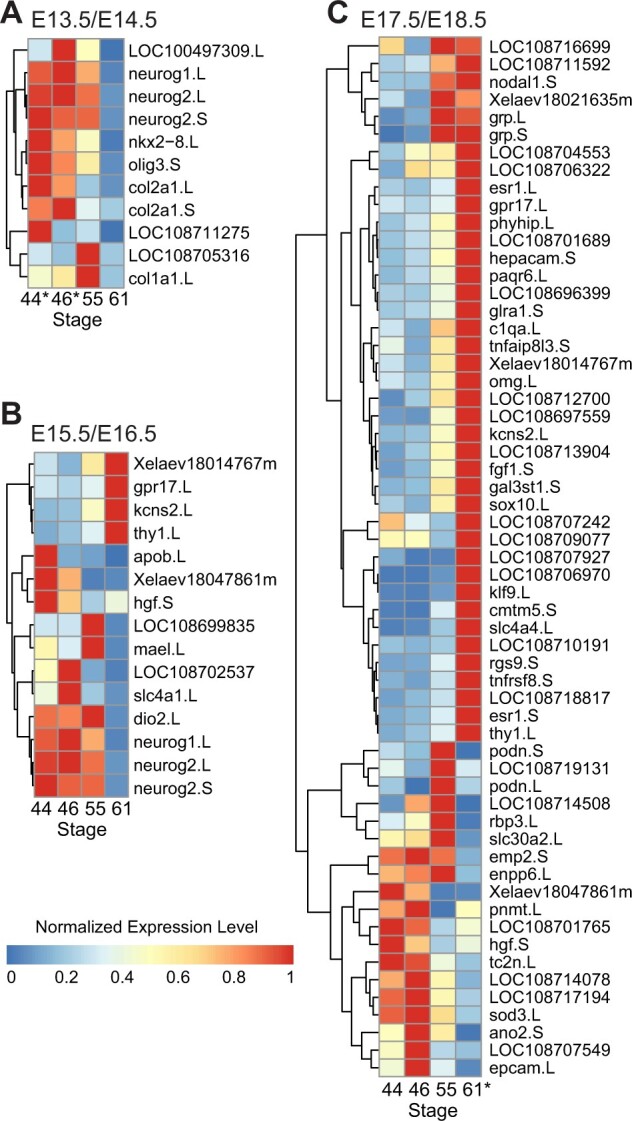
Comparison of gene expression between *Xenopus* and Mouse across development. (A) Heat map showing expression of genes upregulated in the mouse Ctx and Cb at E13.5/14.5 over the ST44-61 *Xenopus* midbrain. (B) Heat map showing expression of genes upregulated in mouse Ctx and Cb at E15.5/E16.5 over the ST44-61 *Xenopus* midbrain. (C) Heat map showing expression of genes upregulated in the mouse Ctx and Cb at E17.5/18.5 over the ST44-61 *Xenopus* midbrain. Genes are clustered by similarity in expression across *Xenopus* midbrain stages with complete linkage clustering, as indicated by the dendrograms to the left. E13.5/E14.5 genes were overrepresented in genes upregulated at *Xenopus* ST44 and ST46 (*P* < 0.0001), while E17.5/E18.5 genes were overrepresented in genes upregulated at stage *Xenopus* ST61 (*P* < 0.0001). Expression is normalized per gene to the highest expression for gene.

## Discussion

To investigate the changes in gene transcription during *X. laevis* development, we conducted differential expression analyses of the developing tadpole brain. We analyzed expression over stages of development in the midbrain, and across regions of the brain at a single developmental stage. We found that genes involved in positive regulation of NPC proliferation as well as known progenitor cell markers were upregulated in the midbrain prior to metamorphic climax, and that at the start of metamorphosis, neural progenitor populations appeared to be similar across the fore-, mid-, and hindbrain regions. Lastly, we compared gene expression patterns between early tadpole metamorphosis and mid- to late-embryonic mouse development and found that regulation of biological processes like cell fate commitment and synaptic signaling follow similar trajectories in the brain across species.

### Gene expression over *X. laevis* midbrain development

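The median log2 fold change from stage 55 to stage 61 was -1.10 for the 33 radial glia and neuroepithelial genes and -1.01 for the 27 intermediate progenitor and immature neuron genes, and 9 and 8 of them were called lower at stage 61 than at stage 55. Earlier steps were smaller, with medians of 0.06 and 0.1 from stage 44 to stage 46 and -0.1 and -0.21 from stage 46 to stage 55. Over all genes tested the medians of the 3 steps were 0.01, 0.01 and -0.03. Summed expression of the intermediate progenitor and immature neuron list was 5390 ± 1140 CPM (SD, n = 3) at stage 55 and 4870 ± 322 CPM (SD, n = 3) at stage 61.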

We observed a sharp decrease in radial glial and immature neuron markers at stage 61 in the tadpole midbrain compared to the three earlier stages. Prior studies have shown that both neuronal birth and neural progenitor proliferation decrease dramatically between stages 56 and 66 in the posterior hindbrain (Thuret *et al.* 2015) following prometamorphosis, as well as by stage 66 in the optic tectum (D'Amico *et al.* 2013). As such, this observation seems in line with these previous findings. However, we did not clearly observe a similarly reported secondary wave of neurogenesis at the onset of prometamorphosis, between stages 54 and 56. 

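Of the 33 radial glia and neuroepithelial genes, the highest stage mean was at stage 44 in 9, at stage 46 in 8, at stage 55 in 10 and at stage 61 in 6. Called higher at stage 55 than at stage 44 or 46 were 0, both by edgeR and by DESeq2 without a filter, with 11 and 6 genes at an unadjusted p below 0.05 in either direction. Of the 27 intermediate progenitor and immature neuron genes, the highest mean was at stage 46 in 13, at stage 55 in 7, at stage 44 in 6 and at stage 61 in 1. In this list, 1 gene was called higher and 1 lower at stage 55 against each of the stages 44 and 46.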

Though Stage 55 samples displayed the highest expression of many radial glia and immature neuron markers, this difference was not significant compared to stages 44 and 46. As proliferation activity decreases from its observed peak at stage 54 in the hindbrain to premetamorphosis levels by stage 56 (Thuret *et al.* 2015), it is possible that this decrease is more abrupt than previously suspected. Proliferation in the midbrain may also express an early-shifted pattern of activity compared to the hindbrain, peaking and returning to premetamorphic levels within the stage 46 to stage 54 window. Collection of additional data at timepoints within this window across the different brain regions would allow investigation of both possibilities.

We also observed that myelination-related glial marker genes such as *mbp* (Roach *et al.* 1985) were enriched at the later stages compared to earlier ones (Figure  1C); this included genes normally associated with myelinating Schwann cells in mammalian models, such as *egr2* and *mpz* (Lemke and Axel 1985; Zorick *et al.* 1996). However, *mpz* has also been found to be expressed in the central as well as the peripheral nervous systems of some species such as trout (Brosamle and Halpern 2002). 

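The copy mbp.S had 20 ± 2.38 CPM (SD, n = 6) at stages 44 and 46, 329 ± 108 CPM (SD, n = 3) at stage 55 and 997 ± 185 CPM (SD, n = 3) at stage 61, log2 fold changes of 4.04 and 5.64 (standard errors 0.17 and 0.18, edgeR adjusted p = 4.63e-12 and 1.3e-14). The copy mbp.L was called at both stages, at 2.84 and 4.50. At stage 55 egr2.L had 2.88 ± 0.874 CPM (SD, n = 3), against 0.389 ± 0.314 CPM (SD, n = 6) at the earlier stages, a log2 fold change of 2.90 (standard error 0.72, adjusted p = 0.00597). At stage 61 it had 0.728 ± 0.528 CPM (SD, n = 3) and was not called (0.90, standard error 0.82, adjusted p = 0.395). The copy mpz.S had 1.19 ± 0.8 CPM (SD, n = 6) at stages 44 and 46, 6.79 ± 1.54 CPM (SD, n = 3) at stage 55 and 1.16 ± 1.09 CPM (SD, n = 3) at stage 61. It was called higher at stage 55 (2.52, adjusted p = 0.00193) and lower at stage 61 than at stage 55 (-2.50, adjusted p = 0.013), and both calls were lost with all 30 samples in one fit (adjusted p = 0.077 and 0.219, the largest over the alternatives). The copy mpz.L changed by 0.22 at stage 55 and -0.06 at stage 61 and was not called. Of 19 tested myelin genes, 15 had their highest mean at stage 61 and 2 at stage 55.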

In zebrafish, it has been shown to even be absent from Schwann cells entirely (Brosamle and Halpern 2002), but present in the optic tectum starting at 4 weeks postfertilization and upregulated following optic nerve crush (Schweitzer *et al.* 2003). It is possible that *mpz* may play a corresponding role in *Xenopus* as in zebrafish in central nervous system myelination. Similarly, *egr2* and other mammalian Schwann cell-associated genes may also be differentially specific in amphibian models.

Using our cell-type-associated gene lists, we observed significant depletion of immature neuron-associated genes in the set of genes downregulated at stages 44 and 46, as well as in the set upregulated at stage 61. It is likely that changes in expression pertaining to cell-type enrichment are somewhat obscured by other developmental changes; we observed no enrichment of the NPC-associated genes over development. However, this depletion does fall in line with our previous observations using marker genes, in that it suggests an increase in the relative immature neuron population does not occur between these timepoints. Future studies comparing less dynamic conditions than developmental timepoints may be able to leverage these progenitor- and immature neuron-associated genes with greater resolution.

Examining the expression of proliferation-promoting genes across midbrain development, we found that cyclins and cyclin-dependent kinases decreased in expression over time. For instance, we found cyclin D1 and cyclin-dependent kinase 2 to be significantly downregulated following prometamorphosis. Such genes are critical for the timing of progression through the cell cycle (Vernon and Philpott 2003). 

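The copy ccnd1.L had 23.3 ± 4.1 CPM (SD, n = 6) at stages 44 and 46, 12.9 ± 1.59 CPM (SD, n = 3) at stage 55 and 2.1 ± 0.369 CPM (SD, n = 3) at stage 61. Stage 61 was lower than stage 55 by a log2 fold change of -2.60 (standard error 0.25, edgeR adjusted p = 2.47e-07) and than stages 44 and 46 by -3.44 (standard error 0.24, adjusted p = 3.04e-10). The copy ccnd1.S was called lower at stage 61 than at stages 44 and 46, at -2.07 (standard error 0.45, adjusted p = 0.000937), but not without stage 61 replicate 2 (-1.60) or 3 (-1.91). Against stage 55 it changed by -1.49 (standard error 0.49, adjusted p = 0.039) and was not called, while without stage 61 replicate 1 it was, at -2.61. The copy cdk2.L had 23.9 ± 4.55 CPM (SD, n = 6) at stages 44 and 46, 17.4 ± 3.17 CPM (SD, n = 3) at stage 55 and 0.38 ± 0.481 CPM (SD, n = 3) at stage 61, with log2 fold changes at stage 61 of -5.86 (standard error 0.42, adjusted p = 5.4e-10) and -5.40 (standard error 0.44, adjusted p = 2.32e-08). The copy cdk2.S was called at -4.75 and -4.07.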

In mice, their inhibition has been shown to lead to a lengthening of the G1 phase and a decrease in proliferative division (Calegari and Huttner 2003). This again agrees with the expected decline in proliferation after prometamorphosis. Previous studies have also found that the average cell cycle length in the *Xenopus* brain increases during this developmental period alongside proliferation (Thuret *et al.* 2015). This is in contrast to the primate brain, in which cell cycle length begins decreasing partway through cortical neurogenesis (Kornack and Rakic 1998). Cyclin-dependent kinase 2 and other cell cycle regulators have also been shown to be thyroid hormone-regulated in stage 54 *Xenopus* brain (Wen *et al.* 2019). 

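The copy thrb.L had 1.83 ± 0.255 CPM (SD, n = 3) at stage 55 and 11.6 ± 2.79 CPM (SD, n = 3) at stage 61, a log2 fold change of 2.65 (standard error 0.41, edgeR adjusted p = 7.97e-05). The copy thrb.S had 3.93 ± 3.69 CPM (SD, n = 3) at stage 55 and 14.1 ± 3.39 CPM (SD, n = 3) at stage 61, a log2 fold change of 1.84 (standard error 0.53, adjusted p = 0.0183), below the threshold of 2. Without stage 55 replicate 3 it was called at 2.95.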

Transcription of thyroid hormone receptors has previously been shown to increase over the course of metamorphosis; for instance *thrb* expression rises dramatically from prometamorphosis at stage 55 to metamorphic climax at stage 61 (Yaoita and Brown 1990), an increase we also observed in our own analysis (*P* < 0.01). Taken together, this increase in thyroid hormone receptor expression and downregulation of cyclin D1 and other G1 phase regulators in tandem with a decrease in neural progenitor markers suggests that cell cycle length and neuronal proliferation in *Xenopus* may share a similar thyroid hormone-mediated mechanistic relationship as in mice.

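The copy fgf1.L had 2.7 ± 1.64 CPM (SD, n = 6) at stages 44 and 46, 14.5 ± 2.57 CPM (SD, n = 3) at stage 55 and 41 ± 10.3 CPM (SD, n = 3) at stage 61, log2 fold changes of 2.47 and 3.96 (standard errors 0.39 and 0.38, edgeR adjusted p = 0.000354 and 6.27e-07). The copy fgf1.S was called at stage 61 (2.96, standard error 0.28, adjusted p = 3.43e-08), while at stage 55 its log2 fold change of 1.91 (standard error 0.29, adjusted p = 6.97e-05) was below the threshold.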

We also observed that many genes involved in the PI3K-AKT signaling pathway, a positive regulator of proliferation (Roberts *et al.* 2002; Vander Haar *et al.* 2007; Cheng *et al.* 2018) were upregulated in later stages at either stage 55 or 61. This included genes such as *fgf1* and *rictor*. *fgf1* has been shown to play a role in the maintenance and proliferation of neural stem cells (Kalyani *et al.* 1999). 

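The copy rictor.S had 56.3 ± 9.38 CPM (SD, n = 6) at stages 44 and 46, 56.4 ± 4.64 CPM (SD, n = 3) at stage 55 and 53.1 ± 6.6 CPM (SD, n = 3) at stage 61, log2 fold changes of 0.01 and -0.08 (standard error 0.15 for both, edgeR adjusted p = 0.986 and 0.691). The copy rictor.L changed by 0.46 (standard error 0.33, adjusted p = 0.342) and -0.03 (standard error 0.34, adjusted p = 0.946). The samples of the compared stages overlapped for both copies.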

As part of mTORC2 (Jacinto *et al.* 2004), knockdown of *rictor* has been shown inhibit dendrite formation in embryonic rat neurons (Skalecka *et al.* 2016). A partial explanation for the discrepancy between the expected decrease in proliferation and the observed mRNA expression of proliferation-upregulating genes could be a concurrent change in posttranscriptional regulation. Studies in the closely related anuran *M.* *fissipes* found that during metamorphosis, miRNAs targeting the PI3K-AKT pathway were the most significantly enriched group, indicating that miRNA regulation plays a significant role in metamorphic development (Liu *et al.* 2018). miRNA expression during *Xenopus* metamorphosis has previously been profiled (Hikosaka *et al.* 2007), but target genes for these miRNAs have yet to be identified. Characterization of these differentially expressed miRNAs could reveal a similar increase in PI3K-AKT pathway targeting in *Xenopus* and underline the importance of posttranscriptional regulation in developmental processes. The PI3K-AKT signaling pathway has also been demonstrated to be a non-genomic thyroid hormone-activated facilitator of neuronal survival (Cao *et al.* 2009). Given this, it is also possible that this increase in PI3K-AKT expression is a consequence of downregulated apoptosis following the increase in thyroid hormone signaling and receptor expression observed during this period (Yaoita and Brown 1990).

### Gene expression across *X. laevis* brain regions

Our brain region samples showed some intra-region variance, which could be reduced with a larger sample size; however, this difference is much smaller than the difference between regions. 

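Over the genes of the stage 46 principal components, the mean distance between samples of the same region was 64.8 in forebrain (25 to 87.9), 60.9 in hindbrain (29 to 80.5), 49.1 in spinal cord (31.9 to 68.6) and 17.7 in midbrain (17 to 18.3). Between regions it was 68.7 for forebrain and midbrain, 69.6 for hindbrain and spinal cord, 77.5 for midbrain and hindbrain, 84.5 for forebrain and hindbrain, 100 for forebrain and spinal cord and 103 for midbrain and spinal cord. The ranges within forebrain and hindbrain thus overlapped those between regions, which began at 41.1 for forebrain and hindbrain and at 37.7 for hindbrain and spinal cord.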

A larger sample size would also help clarify the presence of pattern specification genes in unexpected regions, such as the presence of *hoxa5.L* in one forebrain sample. As expected, many genes that were differentially expressed between brain regions at stage 46 pertained to pattern specification. In particular, negative regulators of differentiation were highly expressed in the spinal cord compared to other regions. Furthermore, the spinal cord showed significantly reduced expression of intermediate progenitor markers like *ascl1* at this timepoint. 

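Of 20 tested hes, hey and id genes, edgeR called 0 higher in spinal cord than the mean of the other regions, as did DESeq2 on the filtered genes, and 0 were called adjusted over the list alone (two-sided Fisher's exact test, adjusted p = 1, 0.0144 to 1 over the alternatives). The median log2 fold change was -0.24 and the mean was 0.13, with 9 genes higher. The gene hes1.L rose to 64.5 ± 7.88 CPM (SD, n = 3) in spinal cord from 24.6 ± 9.83 CPM (SD, n = 9) elsewhere, a log2 fold change of 1.47 (standard error 0.18, adjusted p = 1.3e-05) that was below the threshold of 2. The copy hes1.S changed by 1.14 (standard error 0.18, adjusted p = 0.000284), and hes5.1.S fell by 1.3 on the log2 scale (standard error 0.20, adjusted p = 0.000256). Between pairs of regions hes1.L was called in 1 comparison, at -2.17 for forebrain against spinal cord. The list in the paper's gene ontology analysis was not used here.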

While *Xenopus* tadpoles are usually able to regenerate spinal cord injuries prior to adulthood, it is known that they experience a refractory period between stages 45 and 47 in which this ability is briefly lost (Beck *et al.* 2003). Previous studies have found that following tail amputation in non-refractory period tadpoles, proliferation-regulating pathways such as Wnt and BMP become active in the regenerating area (Lin and Slack 2008); significantly lower activity of such pathways is observed in refractory period individuals, indicating that inhibition of cell proliferation likely plays a role in this phenomenon (Kakebeen and Wills 2019). Our observations suggest that differentiation-inhibiting activity may also be already present in the uninjured spinal cord during this period independent of injury, which may contribute to the transient loss of regenerative ability during this period. Further investigation of gene expression in the pre and postrefractory period spinal cord would help illuminate if this inhibition is temporally specific to this timeframe in addition to being regionally specific.

Examining known cell-type markers, we observed depletion of NPC-associated genes in genes differentially expressed in the stage 46 midbrain compared to the forebrain and hindbrain (Figure  4C). In our GO analysis of regional comparisons, though we did see enrichment of genes pertaining to neuronal differentiation and fate commitment (Figure  5), many of these genes were also region-specific and played significant roles in pattern specification, which was to be expected comparing brain regions. Taken together, this may suggest that the relative population of NPCs at this timepoint is similar across all three regions. It has previously been shown that from stage 52/53 to 54/55 at the tail end of premetamorphosis, NPC populations are similar in the *X. laevis* telencephalon, diencephalon, tectum, and Cb (Denver *et al.* 2009). In addition, we demonstrated that neural progenitor proliferation gene activity does not appear to change significantly in the midbrain from stages 44 to 55 (Figure  3D), and that a period of quiescence precedes a secondary wave of neurogenesis and decreased proliferation in the *Xenopus* hindbrain during prometamorphosis (Thuret *et al.* 2015). As stage 46 constitutes the start of premetamorphosis, it is plausible that neural progenitor populations remain similar both across all three brain regions as well as developmental timepoints during this period. As previously mentioned, there remains the possibility that a sharp spike in proliferation may occur at NF stage 54 or earlier, which we would not be able to detect with our current data. Additional intermediate timepoints would be necessary to investigate this further.

### Comparing gene expression between *X. laevis* and *M. musculus*

We found that the dominant biological processes over brain development during E13.5–E18.5 in mouse and NF stages 44–61 in *Xenopus* were generally similar. In both timeframes, the expression of neuron cell fate commitment and differentiation-related genes decreased consistently with each consecutive developmental stage. 

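Of 49 tested genes of neuron fate commitment, 22 were called lower at midbrain stage 61 than the mean of stages 44 and 46, and 22 adjusted over the list alone (two-sided Fisher's exact test, adjusted p = 1.45e-15, 9.23e-22 to 0.0024 over the alternatives), with 46 lower. In 21 of the 49 (42.9%), the stage mean fell at each step from 44 to 61, against 10% of all genes tested. The median log2 fold change was -0.02 from stage 44 to stage 46, -0.56 from stage 46 to stage 55 and -0.89 from stage 55 to stage 61. The gene dll1.L fell from 178 ± 22.2 CPM (SD, n = 6) at stages 44 and 46 to 19.9 ± 5.93 CPM (SD, n = 3) at stage 61, a log2 fold change of -3.15 (standard error 0.19, edgeR adjusted p = 5.19e-11).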

Meanwhile, synaptic signaling was highest at stage 61 in tadpoles and at the last timepoints in mice; this pattern has previously been observed comparing *in situ* hybridization data in embryonic mice (Thompson *et al.* 2014). This is not to say that the two periods parallel one another in development, but rather that they appear to possess similar patterns of overall expression regarding their major enriched pathways. 

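Of 74 tested genes of synaptic signaling, 59 (79.7%) had their highest mean at stage 61, against 34% of all genes tested, and 64 were higher at stage 61 than the mean of stages 44 and 46. The median log2 fold change was 0.65, and 3 genes passed the threshold of 2, as many as adjusted over the list alone (two-sided Fisher's exact test, adjusted p = 0.788, 8.39e-08 to 0.877 over the alternatives). With a threshold of 1 on the log2 fold change, the adjusted p was 0.000569. The gene kcns2.L rose from 12.2 ± 2.09 CPM (SD, n = 6) to 69.9 ± 19.7 CPM (SD, n = 3), a log2 fold change of 2.51 (standard error 0.18, edgeR adjusted p = 6.06e-10), and snap25.S rose from 170 ± 26.2 CPM (SD, n = 6) to 416 ± 23.8 CPM (SD, n = 3), a log2 fold change of 1.30.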

In fact, enrichment of E15.5/E16.5 mouse genes in the tadpole stage 44/46 midbrain rather than the intermediate stage 55 suggests that this span of mouse brain development may more closely resemble an earlier window of tadpole development.

Regarding differences in regional expression between the species, we observed a high proportion of genes that were differentially expressed in both tadpole and mouse. Considering the robust conservation of homeobox genes across species (Santini *et al.* 2003), this was expected. The only homeobox genes that were not consistently differentially expressed between the mouse Ctx and Cb at all time points were *hoxb5*, *hoxc4*, and *hoxd4*. All are associated with hindbrain expression in the brain (Sjostedt *et al.* 2020), and *hoxc4* and *hoxd4* have additionally been shown to continue increasing in hindbrain expression during the first postnatal stages in mice (Sunkin *et al.* 2013). Because these genes were only differentially expressed between the Ctx and Cb at E17.5 and E18.5 in addition to the tadpole midbrain at stage 46, it is possible that regional development of the premetamorphic tadpole brain at this time is broadly similar to that of the late prenatal mouse. This would support the previous notion that the analyzed window of mouse development is in fact more similar to an earlier period of tadpole development. Further studies experimentally validating this observed differential expression and tracing its downstream effects will help illuminate the extent of this comparability between models.

## Data availability

All raw *X. laevis* data and processed counts are available in the GEO repository as [GSE183193]. All data are available as supplemental files on the GSA figshare portal: https://doi.org/10.25387/g3.16611838. The aligned read statistics are provided in the supplemental material as Supplementary Material S1. The table constructed for conversion of gene symbols from *X. laevis* to *H. sapiens* is provided as Supplementary Material S2. The full differential expression analysis results for the by-stage comparison in the midbrain is provided in Supplementary Material S3; for the by-region comparison at stage 46 in Supplementary Material S7. Full GO term analysis results for these comparisons are provided in Supplementary Material S5 for the by-stage comparison and Supplementary Material S8 for the by-region comparison. The list of cell-type markers used to test for enrichment in the by-stage comparison are given in Supplementary Material S4; the genes annotated as positively regulating proliferation in the same comparison are listed in Supplementary Material S6. The differential expression analysis in mouse comparing the cortex and Cb, and the analysis comparing stages within each region, are provided in Supplementary Material S9 and Supplementary Material S10, respectively. The full GO term analysis comparing these genes in *X. laevis* is given in Supplementary Material S11.

Supplementary material is available at figshare DOI: https://doi.org/10.25387/g3.16611838.

How the deposited data were processed for this re-analysis (not part of the article)

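The analysis started from the table of raw counts that the authors deposited, which gives 1 whole number per gene and sample for 49109 genes and 30 samples. To make these counts, the authors aligned the reads with STAR to the X. laevis genome of Xenbase and counted the alignments per gene with HTSeq. How reads that map to several places were handled, and whether strand was used, is not stated. The 2 normalized tables were not used in the tests. Their signal values were made by the authors, who divided the raw counts by 1 DESeq2 size factor per sample, between 0.713 and 1.252 over 14 midbrain samples and between 0.539 and 1.563 over the 12 stage 46 samples.

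Genes were kept by edgeR's filter on low counts with a minimum count of 10 and a minimum total of 15, and library sizes were scaled by TMM. The 12 midbrain samples and the 12 stage 46 samples were fitted separately, with a coefficient per stage or region. Pairs of groups, and means over groups, were compared by the quasi-likelihood F test of edgeR with robust dispersions, and p values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. The standard error given with an edgeR log2 fold change is the size of that fold change divided by the square root of its F statistic. A gene was called at an adjusted p below 0.05 and a log2 fold change above 2 in size. A gene with no counts in 1 group has its fold change given as a lower bound against a floor of 3 counts over that group. A gene was specific to a region when it was called in 1 direction against each of the other 3 regions.

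Lists of genes were written from general knowledge before the data were examined, for radial glia and neuroepithelium, intermediate progenitors and immature neurons, glia, myelin, cyclins and CDKs, DNA replication, PI3K-AKT, neuron fate commitment, synaptic signaling, hox, irx, dopaminergic and cholinergic genes, inhibitors of differentiation, thyroid hormone response, skeletal muscle, photoreceptors, lens, red blood cells, cartilage and epidermis. Members called in the stated direction were compared with all genes tested by a two-sided Fisher's exact test, adjusted over 17 tests. The gene ontology and clustering analyses, the lists in the paper's supplementary files and the mouse data were not used here. Results of some single genes are not reported here.

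The comparisons, thresholds, tools and alternatives were also fixed before the data were examined. The alternatives were DESeq2 with and without the filter, relative log expression normalization, no filter, only the 6 samples compared, all 30 samples in one fit, a block for the replicate number, a threshold of 1, counts thinned to the smallest library, 1 copy per symbol, fry and camera from limma for lists, all genes tested or the variance stabilizing transformation for principal components, and each sample left out in turn. Alternatives added after the data were seen are named in the closing section. Expression is in CPM after TMM over the samples of the fit, and sums over lists by condition use all 30 samples scaled together.

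The steps were also run on simulated counts with known changes. Groups of samples were also redrawn at random up to 100 times to see how often a random grouping gives as many calls.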

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

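The tests of explanations and the random splits in this part were chosen after the patterns had been seen, while the exact test of muscle genes in spinal cord and the stage 49 comparisons were planned.

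Background of 10 samples. Replicate 3 of stage 46 forebrain, hindbrain and spinal cord, and 7 of the 8 samples of stage 49, had 42158 to 46638 genes detected at equal depth, against 27177 to 32243 in the other 20. They also had fewer counted reads (1762544 to 4937973). Depth is excluded as the reason by the thinning, with 42158 as the lowest value after it. RNA carried over from the other 20 samples is excluded by 1088 genes with 10 counts or more in the 10 samples and no count in the others, against 77 in a control. Tissue carried along stays open. Lists of muscle, eye, blood, cartilage and skin took at most 0.288% of the counts on genes silent in midbrain, but only 12 of these 7289 genes were in the lists, so a small share was fixed beforehand. In each of the 10 samples at least 68.8% of the silent genes were detected, against at most 28.2% in the others. An even background over the annotated genes, such as genomic DNA, stays open as well, although the deposited protocol includes a DNase step. Lens genes, for example, summed to 22.9 to 69 CPM in the 10 samples and 1.26 to 5.47 CPM in the others.

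Replicates 3 of forebrain, hindbrain and spinal cord deviated together from their regions. Pairing by replicate number was not seen for replicates 1 and 2, whose differences correlated by at most 0.05 between these regions. That test leaves out the replicate 3 samples, so a batch or animals shared by them stay open. Principal component 2 at stage 46 lay 35.7% between regions with these samples and 99.7% without them, and 57.9% in a control without the first libraries, so the component follows background more than region.

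Hox counts in forebrain replicate 3. Spinal cord tissue in this sample is excluded as the source. In it, 119 genes abundant in spinal cord reached a median of 2.15% of their spinal cord level, while the hox sum reached 16.6%. With a lower limit of expression the median was 5.51% over 203 genes. Genes abundant in hindbrain were not tested in this way, so hindbrain tissue stays open. The hox profile of the sample correlated by 0.75 with the stage 49 midbrain sample of higher background and by 0.31 with spinal cord. The higher background of the sample is therefore a more likely source of these counts than expression in forebrain cells. The mean per hox gene (3.56 CPM) was above that of silent genes (median 0.516 CPM), which background spread evenly does not explain.

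Genes lower in midbrain than in each other region. DESeq2 without a filter called 276, and 44 without the 3 samples of higher background, against 572 in a control without the first libraries. These samples may thus account for many of the genes specific to midbrain. The edgeR calls depended on them less, with 25 of 31 lower and 23 of 25 higher genes still called without them. Between simulated regions that did not differ, DESeq2 called 24 genes and edgeR 0. The simulation gave all regions the same spread per gene and held no background shared by the 3 samples. Real midbrain samples lay closer together than forebrain samples, with mean distances of 17.7 and 64.8. Whether the higher DESeq2 counts hold false calls is thus not decided by the simulation.

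Cartilage, epidermis and skeletal muscle genes in spinal cord. For all 3 lists the lowest stage 46 spinal cord sample lay above every other stage 46 sample, with 2280 against at most 560 CPM for cartilage, 1520 against at most 631 CPM for epidermis and 1470 against at most 1350 CPM for muscle. Muscle genes were called higher in 12 of 48, and 15 adjusted over the list alone (exact test, adjusted p = 2.39e-10, 4.43e-15 to 0.244 over the alternatives). Background is excluded for cartilage by the value of 2440 CPM or more in spinal cord replicates 1 and 2. Tissue around the cord in the dissections could give this pattern for the 3 lists, and expression by the spinal cord itself stays open. At stage 49 the 3 lists were lower in spinal cord, but so were synaptic genes (at most 2920 CPM, against at least 7160 CPM at stage 46), so stage 49 does not separate these readings.

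Muscle genes at stage 44. Of 30 muscle genes, 21 were lowest in replicate 3 of stage 44 midbrain, with ckm.L at 51.2, 51.3 and 7.67 CPM in replicates 1 to 3. Muscle tissue in 2 of the 3 dissections stays open, since the replicate and the genes were picked from the pattern and no other value tests it. Cartilage genes had their highest mean at stage 44 in 5 of 9 and epidermis genes at stage 46 in 13 of 24.

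Samples not used by the paper. Midbrain stage 49 against stage 46 gave 4321 genes (4266 higher, 55 lower) and 204 without the stage 49 sample of higher background, against 8667 without the other one. Background is thus the likely source of most, although each of these 2 fits had 1 sample at stage 49 and took its spread from the other groups. Against stage 55 there were 925 (912 higher, 13 lower). Summed cyclin and CDK expression was 426 CPM in the other stage 49 sample. That sample had less background, with 0.0635% of its counts on silent genes. The sample of higher background had 0.904% and the stage 66 sample 0.0395%. The 12 midbrain samples used by the paper had at most 0.00998%, but silent genes were defined by low counts in those samples. Whether the sample was free of background is thus not decided by its share, and background stays open for the fall from stage 46. Myelin genes summed to 3710 CPM in the stage 66 sample, against 2450 to 3620 CPM at stage 61.

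Changes from stage 46 to stage 49 that differ between regions. Between spinal cord and midbrain, 469 genes differed (23 higher, 446 lower in spinal cord), and between forebrain and hindbrain 4 did. Among the 4 were LOC108697112, LOC108703573 and Xelaev18000415m, named after their values were seen. The number of samples with higher background differs between these groups, without stage 49 spinal cord replicate 1 the count of 469 fell to 10, and with background as a covariate it was 996. The cause was not tested further.

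Random splits. Groups were redrawn, the real grouping being 1 of the splits. For the midbrain union, 1 of 100 splits gave as many genes. For region results it was 4 of 100 splits for the union, 3 for genes specific to forebrain, 3 for midbrain, 5 for hindbrain and 1 for spinal cord, so for hindbrain chance is not excluded. The 3 drawn splits with as many genes as the real union put all 3 samples of higher background in 1 group, and so follow a technical difference (8095 to 9319 genes, against at most 1636 in the other splits). For lists the splits decide nothing, since 94 to 99 of the other 99 gave a p of 1. As low a p came from 1 of 100 splits for radial glia, intermediate progenitors, glia at stage 61, cyclins and CDKs, DNA replication, fate commitment, hox, dopaminergic, cholinergic and muscle genes and for both progenitor lists in spinal cord. It was 2 for glia at stage 55, for PI3K-AKT at both stages and for synaptic genes, and 100 for the inhibitors of differentiation in spinal cord. In each of the 12 comparisons of 2 groups, 1 of 10 splits gave as many genes, and with 10 splits the share cannot go under 0.1, so chance is not excluded there by splits alone.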

How the results depend on the processing

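The alternatives below were fixed before the data were examined, apart from 8 that were added after the background of some samples had been seen. Those 8 are the low-background libraries only (edgeR and DESeq2 without a filter), the first libraries of 3 regions left out as a control of equal size (edgeR and DESeq2 without a filter), library background as a covariate, a replicate block shared by forebrain, hindbrain and spinal cord only, and specific genes in either direction (edgeR and DESeq2 without a filter). A count was taken as changed when it moved by more than 1.5 times, a list when its adjusted p crossed 0.05, a gene when its call changed and a share of a principal component when it moved by at least the standard deviation of its values with each sample left out. The setting with only the 6 samples compared was not applied to the stage 49 comparisons or to lists. Of 558 values of 22 counts, 152 changed, and of the 480 fixed beforehand 379 did not. Of 368 values of 17 lists, 18 changed (16 of 340 fixed beforehand), and of 32 shares of a principal component 16 changed (14 of 30 fixed beforehand). No result was reversed. Of 4985 values of single genes, 4597 kept their call, 310 lost it and 78 gained it, and 28 changed sign without passing an adjusted p of 0.05 in either fit, which was taken as the same. The causes of the changes were not tested, except where stated.

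Midbrain counts. With a log2 fold change above 1, which can only add genes, the union of stages rose from 2880 to 7428. The counts rose from 696 to 1980 for stages 44 and 55, from 612 to 1843 for stages 46 and 55, from 2111 to 5278 for stages 44 and 61, from 2090 to 5448 for stages 46 and 61 and from 889 to 2335 for stages 55 and 61. With all 30 samples in one fit, 319 genes were called for stages 44 and 55 and 231 for stages 46 and 55. For stages 44 and 46, 1 gene became 4 with DESeq2 on the filtered genes, with DESeq2 without a filter and with only the 6 samples compared, and 18 with no filter on low counts. The union was 2784 to 3117, stages 44 and 55 gave 472 to 758, stages 46 and 55 gave 489 to 685, stages 44 and 61 gave 1916 to 2264, stages 46 and 61 gave 1982 to 2213 and stages 55 and 61 gave 844 to 1018, with each sample left out in turn. Stages 44 and 46 gave 1 to 13, with 13 without stage 44 replicate 3.

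Region union. The 1937 genes called between regions became 2929 with DESeq2 on the filtered genes, 2961 with DESeq2 without a filter, 2992 with only the 6 samples compared, 3188 with a replicate block and 4668 with a log2 fold change above 1. Among the settings added later they became 2907 with the background as a covariate, 3458 with low-background libraries only (3578 by DESeq2), 3234 by DESeq2 with the first libraries left out and 3837 with the replicate block shared by 3 regions. The count was 1580 to 2582 with each sample left out.

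Pairs of regions, tool and samples. DESeq2 on the filtered genes gave 792 for forebrain and midbrain (from 316), 719 for midbrain and hindbrain (from 283) and 2158 for midbrain and spinal cord (from 1323), and DESeq2 without a filter gave 794, 724 and 2185. With only the 6 samples compared these were 527, 471 and 2244, and with a replicate block 625, 588 and 2403. With all 30 samples in one fit midbrain and hindbrain gave 427. A log2 fold change above 1 gave 1130 for forebrain and hindbrain (from 443), 803 for forebrain and midbrain, 2943 for forebrain and spinal cord (from 1158), 1416 for hindbrain and spinal cord (from 370), 543 for midbrain and hindbrain and 3213 for midbrain and spinal cord. The balance of directions also depended on the setting. Forebrain against midbrain gave 162 higher and 154 lower genes by edgeR, 625 and 169 by DESeq2 without a filter and 362 and 165 with only the 6 samples compared. Midbrain against hindbrain gave 94 and 189, then 113 and 611, then 109 and 362.

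Pairs of regions, settings added later. With low-background libraries only there were 1055 genes for forebrain and hindbrain, 647 for forebrain and midbrain, 2178 for forebrain and spinal cord, 1005 for hindbrain and spinal cord, 672 for midbrain and hindbrain and 2069 for midbrain and spinal cord. DESeq2 without a filter gave 1129, 710, 2207, 1052, 740 and 2050 for the same pairs. With the first libraries left out, forebrain and hindbrain had 253, and DESeq2 gave 1152 for forebrain and midbrain, 1044 for midbrain and hindbrain and 2477 for midbrain and spinal cord. The background as a covariate gave 532 for forebrain and midbrain, 612 for hindbrain and spinal cord and 536 for midbrain and hindbrain. The block shared by 3 regions gave 856, 583 and 844 for these pairs and 2844 for midbrain and spinal cord.

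Pairs of regions, each sample left out. Forebrain and hindbrain gave 336 to 773 and forebrain and spinal cord 956 to 1674, both highest without forebrain replicate 3. Hindbrain and spinal cord gave 282 to 540 and midbrain and spinal cord 1011 to 1680. Forebrain and midbrain gave 204 to 424, with 204 without midbrain replicate 1. Midbrain and hindbrain gave 184 to 474, with 184 without midbrain replicate 1 and 474 without forebrain replicate 3.

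Genes specific to a region. Midbrain had 56, which became 303 with DESeq2 on the filtered genes, 308 with DESeq2 without a filter, 203 with a replicate block, 118 with a log2 fold change above 1 and 100 with all 30 samples in one fit. Of the settings added later, DESeq2 gave 316 in either direction, 605 with the first libraries left out and 122 with low-background libraries only, and edgeR gave 107 with low-background libraries only, 144 with the covariate and 286 with the block shared by 3 regions. Hindbrain had 10, which became 18 with a log2 fold change above 1, 16 with a replicate block and 16 with all 30 samples in one fit. Settings added later gave 38 in either direction (45 by DESeq2), 55 with low-background libraries only (61 by DESeq2), 4 with the first libraries left out, 20 with the covariate and 21 with the block shared by 3 regions. Forebrain had 108, which became 340 with a log2 fold change above 1, 274 with low-background libraries only (280 by DESeq2) and 60 with the first libraries left out. Spinal cord had 247, which became 953, 554 (546 by DESeq2) and, with the covariate, 375.

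Specific genes, each sample left out. Forebrain had 74 to 212 (212 without forebrain replicate 3) and spinal cord 194 to 331. Midbrain had 34 to 60, with 34 and 35 without midbrain replicates 1 and 3. Hindbrain had 4 to 25, with 4 without hindbrain replicate 1 or 2, 6 without midbrain replicate 2, 20 without forebrain replicate 3 and 25 without hindbrain replicate 3.

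Lists. Intermediate progenitor genes lower in spinal cord (adjusted p = 0.246 by the exact test) passed 0.05 at 1.84e-07 with a log2 fold change above 1, 3.33e-05 with fry, 0.00846 with camera, 0.00201 with low-background libraries only and 0.00118 with the first libraries left out. The values were 0.0152 to 0.33 with each sample left out. They passed without forebrain replicate 3 (0.0269), hindbrain replicate 1 (0.0205) or 3 (0.0226) and spinal cord replicate 1 (0.022) or 2 (0.0152). Radial glia genes lower in spinal cord (0.00315 by the exact test) no longer passed with 1 copy per symbol (0.186), fry (0.0582) or camera (0.306), and ran from 0.000153 to 0.00407 with each sample left out. Muscle genes higher in spinal cord (2.39e-10) failed with camera only (0.244), which fry did not follow, and ran from 5.25e-16 to 0.000542. Synaptic genes (0.788) passed with fry (8.39e-08), camera (0.00172) and a log2 fold change above 1 (0.000569), and ran from 0.623 to 1. Inhibitors of differentiation (1) passed only with a log2 fold change above 1 (0.0144), and ran from 0.577 to 1. No other list changed.

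Lists that did not change, each sample left out, by the exact test. The adjusted p was 2.37e-38 to 7.94e-34 for DNA replication, 0.783 to 1 and 0.783 to 0.853 for PI3K-AKT at stages 55 and 61, 2.63e-08 to 5.11e-06 for cholinergic, 6.21e-14 to 6.93e-10 for cyclin and CDK, and 4.23e-14 to 2.75e-07 for dopaminergic genes. It was 7.05e-13 to 2.91e-09 and 3.79e-13 to 4.64e-11 for glia at stages 55 and 61, 2.45e-59 to 2.69e-25 for hox, 1.39e-07 to 0.000187 for intermediate progenitors at stage 61, 1.43e-16 to 3.79e-13 for fate commitment and 6.54e-08 to 0.000108 for radial glia at stage 61.

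Principal components. The share of component 1 in midbrain (71.6%) was 46.6% with all genes tested and 78.7% with the variance stabilizing transformation. It was 67.7% to 76.9% with each sample left out, with 76.2%, 76.9% and 75.5% without stage 55 replicates 1 to 3 and 68.2%, 67.7% and 67.9% without stage 61 replicates 1 to 3. At stage 46 (53.9%) it was 57.3% with all genes tested, 66.6% with the variance stabilizing transformation, 64.8% with low-background libraries only and 67% with the first libraries left out. It was 51.3% to 61.5% with each sample left out, with 61.5% without forebrain replicate 3 and 57.2%, 57.6% and 58.3% without hindbrain replicates 1 to 3.

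Stage 49. Midbrain stage 49 against stage 46 (4321 genes) became 254 with all 30 samples in one fit, 2553 with counts thinned to the smallest library, 2352 with a replicate block and 269 with the covariate. Against stage 55 (925) it became 25 with all 30 samples in one fit, 1679 with no filter on low counts and 35 with the covariate. Leaving out each sample, stage 46 gave 204 to 8667, with 8667 and 204 without stage 49 replicates 1 and 2, 1594, 1563 and 1458 without stage 46 replicates 1 to 3 and 2144 without the stage 66 sample. Stage 55 gave 21 to 5338, with 5338 and 21 without stage 49 replicates 1 and 2, 190 and 346 without stage 55 replicates 1 and 3 and 584 without the stage 66 sample.

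Differences between regions in the change from stage 46 to stage 49. Spinal cord against midbrain (469) became 221 with relative log expression normalization, 212 with no filter on low counts, 176 with thinned counts, 773 with a replicate block and 996 with the covariate. The count was 10 to 853 with each sample left out. It was 127 without either stage 49 forebrain sample, 143 without either stage 49 hindbrain sample, 274, 196 and 187 without stage 46 midbrain replicates 1 to 3, 155 without stage 49 midbrain replicate 1, 163 and 853 without stage 46 spinal cord replicates 2 and 3, and 10 and 98 without stage 49 spinal cord replicates 1 and 2. Forebrain against hindbrain (4) became 48 with DESeq2 on the filtered genes and 48 with DESeq2 without a filter, 9 with all 30 samples in one fit and 11 with the covariate. It was 0 to 105 with each sample left out, with 105 and 16 without stage 46 forebrain replicate 3 and hindbrain replicate 3, 0 and 1 without stage 49 forebrain replicates 1 and 2, and 0 without stage 46 hindbrain replicate 1 or stage 49 hindbrain replicate 1 or 2.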

Differences from the paper's values

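The paper's methods name DESeq2, and edgeR was the main tool here. Of the counts stated in the paper, 4 were outside 1.5 times the value found here or its inverse, and the settings that come closer were fixed before the data were examined unless said otherwise. Between stages 44 and 46 the paper gives 4 genes and 1 was called here. DESeq2 on the filtered genes, DESeq2 without a filter and a fit of only the 6 samples compared each gave 4. The other alternatives did not come within that range, with 18 for no filter on low counts and 1 for relative log expression normalization, all 30 samples in one fit, the replicate block, a log2 fold change above 1 and thinned counts, nor did any fit with 1 sample left out.

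Between regions the paper gives 2974 genes and 1937 were called here. The value was within range with DESeq2 on the filtered genes (2929), DESeq2 without a filter (2961), only the 6 samples compared (2992), a replicate block (3188) and all 30 samples in one fit (2475). It was not with thinned counts (1825), no filter on low counts (1852), relative log expression normalization (1918) and a log2 fold change above 1 (4668). Of 12 fits with 1 sample left out, 2 were within range.

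For genes specific to midbrain the paper gives 301 and 56 were found here. DESeq2 on the filtered genes (303), DESeq2 without a filter (308) and the replicate block (203) were within range. All 30 samples in one fit (100), a log2 fold change above 1 (118), only the 6 samples compared (71), no filter (55), thinned counts (52) and relative log expression normalization (50) were not.

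For genes specific to hindbrain the paper gives 45 and 10 were found here, and none of the 9 alternatives came within range, the highest being 18 with a log2 fold change above 1. DESeq2 gave 15. With genes allowed to differ from the other regions in either direction, a setting chosen after seeing the values, DESeq2 without a filter gave 45 and edgeR 38. With low-background libraries only, also chosen after seeing the values, edgeR gave 55 and DESeq2 61. The paper's own gene lists were not compared.

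Some statements on single genes at midbrain stages differ. The paper states that mbp, egr2 and mpz were enriched at the later stages. Here mbp was called higher at stages 55 and 61 and egr2.L and mpz.S at stage 55, where Figure 1C shows them highest, while mpz.L was called at neither. The paper states that rictor rises, and neither copy was called here (log2 fold changes between -0.08 and 0.46) in any setting. Of the stated genes of stage 61, eomes.L (-1.91 against the mean of the earlier stages) and thrb.S (1.84 against stage 55) were short of the threshold. Between pairs of stages, however, eomes.L was called in 2 comparisons (-2.55 for stage 61 against stage 44) and eomes.S in 4 (-3.94 for stage 61 against stage 46). In the comparison with the mean eomes.L was called with thinned counts and a threshold of 1, and thrb.S with the replicate block and a threshold of 1. Against stage 55, wnt1.L was called only without stage 61 replicate 1.

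Statements on lists differ as well. The enrichment of PI3K-AKT genes that the paper states was not found with the list used here (adjusted p = 0.788 by the exact test at both stages). The tests differ as well, since the paper tested clusters of proliferation genes and the exact test here used calls among all genes. Synaptic genes were highest at stage 61 in 59 of 74, as the paper states, but were not enriched among called genes by the exact test, and were with fry, camera and a threshold of 1.

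Among regions, the paper describes inhibitors of differentiation as higher in spinal cord. Against the mean of the other regions edgeR called 0 of 20 hes, hey and id genes, and 4 passed a threshold of 1. Between pairs of regions hes1.L was called in 1 comparison (-2.17 for forebrain against spinal cord). The paper describes eomes as lower in spinal cord, where eomes.L (-2.69, edgeR adjusted p = 0.0959) was not called against the mean of the other regions. It was called with all 30 samples in one fit. In settings chosen after seeing the values, it was called with low-background libraries only and with the first libraries left out. With low-background libraries only eomes.S was called too. Between pairs of regions eomes.L was called in 3 comparisons (5.89 for forebrain against spinal cord) and eomes.S in 2. It lists lef1 as a midbrain gene. The gene listed as lef1 was called against forebrain only with a threshold of 1, while lef1.L was called. Of otx1, otx1.S was not called (-1.15), but was with low-background libraries only, with the covariate and with the replicate block shared by forebrain, hindbrain and spinal cord, all chosen after seeing the values.

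Between forebrain and hindbrain, hoxb5.S (-2.06) and irx6.S (-0.27) were not called. With low-background libraries only, a setting chosen after seeing the values, hoxb5.S was called. The copies irx4.L and irx4.S were not called by edgeR and were by DESeq2, with all 30 samples in one fit and with thinned counts. With relative log expression normalization irx4.L was called, and with the replicate block irx4.S.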

Other observations

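The tests described in this part were chosen after the patterns had been seen, and the patterns are given as hypotheses.

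Genes of the thyroid hormone response rose at midbrain stage 61. Summed over the list, with all 30 samples scaled together, expression was 250 CPM at stages 44 and 46, 352 CPM at stage 55 and 767 ± 93.1 CPM (SD, n = 3) at stage 61, and 448 CPM in the 1 sample of stage 66. Of 13 genes, 7 were called higher at stage 61 than the mean of the earlier stages (klf9.L, thibz.S, thibz.L, dio3.L, thrb.L, thrb.S and bcl6.L) and dio2.L was called lower, at -3.81. Without klf9.L, the most abundant gene, the sum was still 1.63 times that of the earlier stages, so a single gene does not explain the rise. A general rise left by the normalization would move all members alike, and is excluded as the whole cause, since 9 of the 13 lay more than 2 standard errors from the median of the list (2.09) and all 58 DNA replication genes were lower at stage 61. A response to rising hormone in the midbrain is a possible reading, and a change in the mix of cells was not tested.

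Myelin genes summed to 607 ± 163 CPM (SD, n = 3) in stage 46 hindbrain and 2350 ± 339 CPM (SD, n = 2) in stage 49 hindbrain, and the smallest difference between samples of these stages was 1400 CPM. An even background at the level of the stage 49 hindbrain samples would add 15 CPM to the sum, which excludes it as the cause. Stage 46 spinal cord had 2550 ± 751 CPM (SD, n = 3). The hypothesis is that myelination runs from spinal cord to midbrain along the axis, since midbrain reached 1040 ± 276 CPM (SD, n = 3) at stage 55.

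Cyclin and CDK genes summed to 426 CPM in stage 49 midbrain replicate 1, the sample with lower background, and to 618 to 634 CPM at stage 46. The value at stage 49 was thus within the range of stage 55 (392 to 476 CPM), and with 1 such sample the timing of the fall stays open.

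Both copies of a gene were called between stages 44 and 61 in 170 of 5006 pairs, in the same direction in 168 (125 lower and 43 higher at stage 61). The 2 opposite pairs were adamtsl5 and csrp2, named after their values were seen. In 319 pairs 1 copy was called. Of the pairs, 24.4% had fold changes that differed by more than 2 standard errors of the difference. The share that noise alone would give was not computed, so how many copies were read apart is not decided. Reads shared between copies stay open as a reason for calls in the same direction.

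Lists not tested above gave these values in midbrain. Photoreceptor genes had their highest mean at stage 46 in 12 of 24, and 10 were called lower at stage 61 than at stage 55. Red blood cell genes summed to 724, 2600, 1770 and 836 CPM at stages 44, 46, 55 and 61. Of 9 irx genes, 3 each had their highest mean at stages 44, 46 and 55, and at stage 46 the list summed to 19 CPM in forebrain, 349 in midbrain, 324 in hindbrain and 218 in spinal cord.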
